# Microarray analysis of E9.5 reduced folate carrier (*RFC1; Slc19a1*) knockout embryos reveals altered expression of genes in the cubilin-megalin multiligand endocytic receptor complex

**DOI:** 10.1186/1471-2164-9-156

**Published:** 2008-04-09

**Authors:** Janee Gelineau-van Waes, Joyce R Maddox, Lynette M Smith, Michael van Waes, Justin Wilberding, James D Eudy, Linda K Bauer, Richard H Finnell

## Abstract

**Background:**

The reduced folate carrier (*RFC1*) is an integral membrane protein and facilitative anion exchanger that mediates delivery of 5-methyltetrahydrofolate into mammalian cells. Adequate maternal-fetal transport of folate is necessary for normal embryogenesis. Targeted inactivation of the murine *RFC1 *gene results in post-implantation embryolethality, but daily folic acid supplementation of pregnant dams prolongs survival of homozygous embryos until mid-gestation. At E10.5 *RFC1*^-/- ^embryos are developmentally delayed relative to wildtype littermates, have multiple malformations, including neural tube defects, and die due to failure of chorioallantoic fusion. The mesoderm is sparse and disorganized, and there is a marked absence of erythrocytes in yolk sac blood islands. The identification of alterations in gene expression and signaling pathways involved in the observed dysmorphology following inactivation of RFC1-mediated folate transport are the focus of this investigation.

**Results:**

Affymetrix microarray analysis of the relative gene expression profiles in whole E9.5 *RFC1*^-/- ^vs. *RFC1*^+/+ ^embryos identified 200 known genes that were differentially expressed. Major ontology groups included transcription factors (13.04%), and genes involved in transport functions (ion, lipid, carbohydrate) (11.37%). Genes that code for receptors, ligands and interacting proteins in the cubilin-megalin multiligand endocytic receptor complex accounted for 9.36% of the total, followed closely by several genes involved in hematopoiesis (8.03%). The most highly significant gene network identified by Ingenuity™ Pathway analysis included 12 genes in the cubilin-megalin multiligand endocytic receptor complex. Altered expression of these genes was validated by quantitative RT-PCR, and immunohistochemical analysis demonstrated that megalin protein expression disappeared from the visceral yolk sac of *RFC1*^-/- ^embryos, while cubilin protein was widely misexpressed.

**Conclusion:**

Inactivation of *RFC1 *impacts the expression of several ligands and interacting proteins in the cubilin-amnionless-megalin complex that are involved in the maternal-fetal transport of folate and other nutrients, lipids and morphogens such as sonic hedgehog (Shh) and retinoids that play critical roles in normal embryogenesis.

## Background

Folate and vitamin B12 are essential vitamins derived from various food sources that play an important role in erythropoiesis, DNA biosynthesis, and embryogenesis. Nutritional deficiencies or genetic variations that impact folate and/or vitamin B12 homeostasis may result in megaloblastic anemia [1], and failure of maternal-fetal transport of these nutrients has been shown to adversely impact normal embryogenesis [2-5]. Folate is a vitamin derived from plant sources that consists of a pteridine ring structure attached to a para-aminobenzoic acid side chain. Tetrahydrofolate, the reduced form of folate, functions as an important co-factor for donating or accepting methyl groups. Adequate levels of folate for the incorporation of single carbon groups into purine, or methylation of deoxyuridylate to form thymidylate, are necessary for DNA biosynthesis. Vitamin B12, also known as cobalamin, is another important vitamin that is obtained from dietary sources such as meat, fish and soybean. Folate and cobalamin metabolism are highly interdependent. In mammals, cobalamin functions as a co-enzyme for methionine synthase, which is involved in the tetrahydrofolate-dependent methylation of homocysteine to methionine [6]. According to the "folate-trap hypothesis", cobalamin deficiency results in 'trapping' of tetrahydrofolate, producing a functional folate deficiency that leads to impaired erythropoiesis and DNA biosynthesis [7].

The primary mechanisms for folate delivery into the cell are through (1) carrier-mediated (reduced folate carrier; RFC1) or (2) receptor-mediated (folate receptor; Folr1) processes. These two transport systems are distinguished by their unique patterns of tissue expression, differing protein structures, specificities for oxidized vs. reduced folates, and divergent mechanisms for transmembrane transport of folates [8]. As mammalian cells are not capable of synthesizing folates *de novo*, these two transport systems play a critical role in mediating folate uptake for the biosynthesis of purines, pyrimidines, and certain amino acids that are necessary for cell survival and proliferation. It has recently been discovered that megalin, a large multiligand endocytic receptor of the low density lipoprotein receptor family, is capable of binding and mediating uptake of the soluble form of the GPI-anchored folate receptor Folr1, providing yet another pathway for the cellular internalization of folate [9].

The principal route of folate transport into mammalian cells is via the reduced folate carrier (RFC1), a bidirectional transporter characterized by twelve transmembrane domains [8,10]. RFC1 preferentially transports reduced folates, such as N^5^-methyltetrahydrofolate or N^5^-formyltetrahydrofolate, which are anionic at physiological pH. It functions as a facilitative anion exchanger, capable of transporting anionic folates into the cell via a co-transport system in which the uphill transport of folate is coupled to the downhill efflux of organic phosphates or sulfates [8,11]. Folate uptake into intestinal cells is markedly increased at pH 5.5 relative to pH 7.4 [12,13], suggesting that RFC1-mediated folate uptake is highly dependent on acidic extracellular pH. In adult tissues, RFC1 expression is observed in the brush border of the small and large intestine, and in the basolateral membrane of renal tubular epithelium, as well as in hepatocytes, choroid plexus, and the retinal pigment epithelium [14]. During development, RFC1 is highly expressed in multiple tissue types, including the placenta and yolk sac, neural tube, craniofacial region, limb buds and heart [14,15].

We have recently characterized the role of *RFC1 *during embryonic development in a mouse model in which *RFC1 *was inactivated by homologous recombination [16]. Without maternal folate supplementation, *RFC1*^-/- ^embryos die *in utero *shortly after implantation. *RFC1*^-/- ^embryos harvested from dams receiving low doses of supplemental folic acid (25 mg/kg/day SQ), survive to mid-gestation (E10.5), but are developmentally delayed, and display multiple malformations, including severe neural tube defects, craniofacial, heart, and limb abnormalities. Examination of the placenta reveals that embryolethality is due to a failure of chorioallantoic fusion. The fetal vasculature appears to form normally, but there is a pronounced absence of erythropoiesis, with very few nucleated fetal red blood cells present in either the fetal blood vessels or the yolk sac blood islands. Maternal folate supplementation with 50 mg/kg/day results in survival to term of 22% of the *RFC1 *mutants, although the surviving fetuses present with multiple malformations of the craniofacies, lungs, heart and skin.

The reduced folate carrier gene has previously been inactivated in a mouse model [17] through targeted disruption of a large part of exon 3. Zhao [17] reported that the *RFC1*^-/- ^embryos died *in utero *before E9.5, but near-normal development could be sustained by supplementing pregnant *RFC*^+/- ^dams with daily doses of 1 mg folic acid SQ. Approximately 10% of the partially rescued *RFC1*^-/- ^pups were live-born, but all died within 12 days post-partum. In the Zhao [17]*RFC1 *knockout mouse model, perinatal lethality was attributed to a marked absence of erythropoiesis in bone marrow, spleen, and liver. Our recent findings indicate that inactivation of *RFC1 *results in congenital malformations of the heart and lungs that undoubtedly contribute to the failure of *RFC1 *mutants to survive postnatally.

The purpose of this report is to identify alterations in biochemical and/or molecular genetic pathways that may play a role in the abnormal embryonic morphogenesis observed following inactivation of RFC1. In the current study, the gene expression profiles of whole E9.5 *RFC1*^-/- ^embryos were compared to that of *RFC1*^+/+ ^littermates harvested from pregnant dams receiving daily low dose (25 mg/kg/day S.Q.) folate supplementation. Our microarray analysis shows that in the absence of functional *RFC1*, the expression profiles of numerous transcription factors, as well as several genes involved in hematopoiesis, ion homeostasis, and genes encoding for receptors and/or ligands in the cubilin-megalin multiligand endocytic receptor complex are significantly altered. Follow-up quantitative RT-PCR validation confirms alterations in the expression profiles of several ligands and interacting proteins in the cubilin-megalin complex that are involved in nutrient transport of vitamins and lipids to the developing embryo.

## Results

### Microarray analysis

In the microarray analysis of E9.5 *RFC1*^-/- ^embryos vs. *RFC1*^+/+ ^embryos, the expression patterns of 783 genes were found to be significantly altered at the 0.001 level. However, when looking at the false discovery rate (FDR), only 288 genes (probe sets) were significantly altered at the 0.001 level. 

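RNA of whole embryos at embryonic day 9.5 was hybridized to Affymetrix mouse arrays, 1 embryo per array, with 3 RFC1-/- embryos and 3 RFC1+/+ embryos drawn as littermate pairs from 3 litters. The dams had received 25 mg/kg folic acid per day, and the sample labels describe the RFC1-/- embryos as affected by a defect of the chorioallantois and their littermates as normal. RFC1 encodes the reduced folate carrier, which brings folate into cells, and its mouse gene symbol is Slc19a1. On its brightest probe set, Slc19a1 measured 9.11, 9.10 and 8.89 on the log2 scale in the RFC1+/+ embryos of litters 1, 2 and 3, and 9.97, 10.10 and 9.84 in their RFC1-/- littermates. The signal was thus 1.91-fold higher in RFC1-/- embryos (log2 difference 0.93, standard error 0.10, adjusted p = 0.00701 from limma), and the other probe sets differed by 1.19 and 0.02. Which part of Slc19a1 this allele lacks is not given in the sources used here, and a probe set outside that part checks nothing, so these values do not settle the genotypes, which are taken from the labels. The methods state that genotype was checked before RNA was extracted, and the paper describes very few fetal red cells in RFC1-/- embryos, the side on which globin genes are lower on these arrays. The authors deposited 1 table of log2 values for 45101 probe sets, made by robust multiarray averaging (RMA), as the methods and the submitters' processing notes name it. Medians of the 6 arrays lay between 5.43 and 5.49, and arrays hold no read counts, so that the number of arrays limits the precision. Differences were computed as RFC1-/- minus RFC1+/+ within each litter and tested with limma, with the litter as a block. Probe sets were tested after the 1.5-fold variation filter of the methods, which kept 2982, at the 0.001 level of the paper. Single genes and gene lists were tested without that filter on 18194 genes, each on its probe set with the highest mean, at an adjusted p under 0.05. Of all probe sets, 34958 carried 1 gene symbol in the annotation used here, 932 carried several and 9211 carried none.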

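Genes with large changes at the unadjusted 0.001 level ran in both directions. Apob, which encodes the core protein of lipoprotein particles, was 28.0-fold higher in RFC1-/- embryos (log2 difference 4.81, standard error 0.65). The Apob difference varied between litters, with 2.82, 4.68 and 6.92 in litters 1, 2 and 3. Trap1a, a gene of the X chromosome expressed in extraembryonic tissue, was 24.9-fold higher. Fap, a membrane-bound protease of mesenchymal cells, was 5.12-fold lower, and Lrrn1, a neuronal leucine-rich repeat protein, was 3.52-fold lower. Each of these 4 genes changed in the same direction in all 3 litters. In limma, 281 of the 2982 filtered probe sets passed this level, 198 higher and 83 lower in RFC1-/- embryos. The count was 1054 without the filter, 463 with an intensity trend, 119 without litter 1 and 153 with the random-variance test with its prior from the filtered probe sets. With the variance prior of that test taken from all probe sets, a setting chosen after seeing the data, it was 783, and 378, 643 and 751 without litters 1, 2 and 3.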

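Spink1, a secreted inhibitor of trypsin, was 13.5-fold higher in RFC1-/- embryos (log2 difference 3.76, standard error 0.18, adjusted p = 0.00161 from limma over all genes). Spp2, a secreted phosphoprotein, rose 17.3-fold, and the unnamed transcript 4933402E13Rik rose 22.8-fold. Slc7a9, an amino acid transporter of absorptive epithelia, rose 12.4-fold. Pf4, platelet factor 4 of megakaryocytes, was 6.21-fold lower (adjusted p = 0.0283 from limma, 0.0514 without litter 2). After Benjamini-Hochberg adjustment, 174 filtered probe sets passed the 0.001 level in limma, 128 higher and 46 lower, and among all 18194 genes 968 passed an adjusted p of 0.05 (355 without litter 1), 667 higher and 301 lower. The 174 became 90 without the litter as a block, 314 with an intensity trend, 52 without litter 1, and 0 either in limma without the filter or with the random-variance test with its prior from the filtered probe sets, with 6793 of 45101 and 1245 of 2982 probe sets under 0.05 before adjustment. With its prior taken from all probe sets, a setting chosen after seeing the data, the random-variance test gave 288 probe sets, 189 higher and 99 lower, of which 92 were among the 174, and 27, 35 and 172 without litters 1, 2 and 3. With embryo sex as a further covariate in limma, also chosen after seeing the data, the 174 became 54 and the 968 became 1796, with the log2 differences unchanged and 1 residual degree of freedom.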

Several of the probe sets represent alternate transcripts for the same gene. 

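Probe sets of one gene moved together where more than 1 of them passed the 0.001 level after adjustment in limma. Among these 23 genes, with 54 called probe sets, every gene had all of its called probe sets in one direction. Apoa1 and Ttr, which encode carriers of lipid and of thyroid hormone in plasma, had the most, with 4 each. The 4 Apoa1 probe sets rose by between 5.12 and 6.04 on the log2 scale in RFC1-/- embryos. Probe sets of a gene did not always show the same size: Afp, alpha-fetoprotein, had 3 called probe sets, with log2 differences of 3.12, 4.37 and 2.78, and another probe set at -0.27 that did not pass.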

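The distinct genes behind the called probe sets included Cubn and Timd2, which encode endocytic receptors, and Neurod1, a transcription factor of neurons. Of the 174 probe sets past the adjusted 0.001 level in limma, 156 had 1 gene symbol and represented 125 genes, while 18 had no single gene symbol in the annotation used here. The random-variance test with its prior from all probe sets, chosen after seeing the data, gave 259 probe sets with 1 symbol, which represented 214 genes, and 29 without.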

Taking this into account, 250 unique genes were identified as differentially expressed in the microarray analysis. Of these, 200 represent known genes, while 50 are ESTs or unknowns. 

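Cubn, Apoa1, Apom, Ttr, Rbp4, Timd2, Apoe, Dab2, Myo6, Fabp1 and Lrpap1 were each higher in the RFC1-/- embryo than in its RFC1+/+ littermate in all 3 litters. Cubn, the cubilin receptor itself, was 35.5-fold higher, the ligand gene Apoa1 34.8-fold and Apom, a carrier of sphingolipid in lipoproteins, 13.2-fold. In litters 1, 2 and 3 the log2 differences were 3.50, 4.83 and 7.12 for Cubn and 3.96, 4.29 and 7.11 for Apoa1. Those of Apom were 3.31, 2.86 and 5.00, so litter 3 had the largest difference for each of these genes. Timd2, a receptor for ferritin, measured 4.09 ± 0.62 on the log2 scale in RFC1+/+ embryos and 7.68 ± 1.39 in RFC1-/- embryos (SD, n = 3 each). It was 12.0-fold higher from a level not shown to lie above background, with an adjusted p of 0.00940 in limma. The other probe set of Timd2 differed by 1.06 and did not pass (adjusted p = 0.128 from limma over all probe sets). Apoe rose 4.70-fold and Fabp1, a fatty acid binding protein of liver and gut, 3.10-fold (adjusted p = 0.00414 and 0.00492 from limma). All 11 genes passed an adjusted p of 0.05 over all genes tested, and the paper chose them on these samples, so that their count is not independent evidence of a direction. Markers of visceral endoderm, the yolk sac epithelium in which cubilin is expressed, moved with them: of 21 measured markers that are not in the paper's table of genes, 16 rose and none fell (16 when adjusted over the list alone, and 8 without litter 1). The list passed camera with a preset correlation (adjusted p = 9.19e-15) and not with an estimated one (adjusted p = 0.222 with an estimated correlation).

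**Figure D1:**
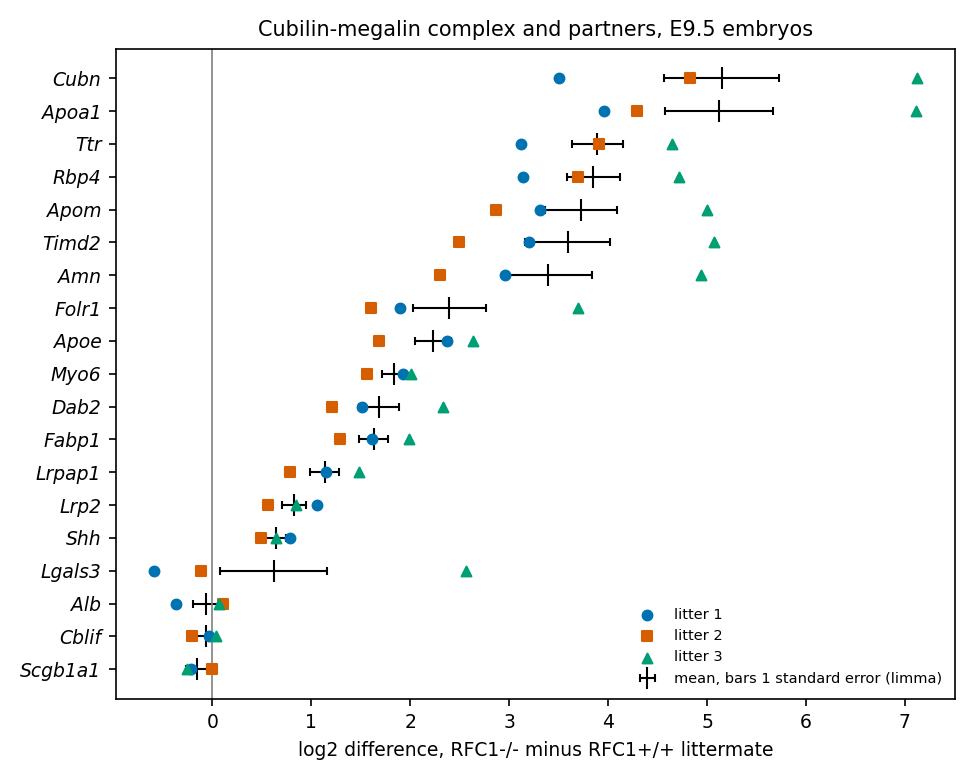
Difference in log2 expression between the RFC1-/- and RFC1+/+ embryo of each litter (x axis) for 19 measured genes of the cubilin-megalin complex and its partners (y axis). Coloured points are the 3 litters, black marks the mean with 1 standard error from limma, and 15 of the genes pass an adjusted p of 0.05.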

The 12 known genes in our data set that have been identified as cell surface receptors, ligands, or interacting proteins in the cubilin-megalin multiligand endocytic receptor complex are listed in Table 1, and the complete set of 200 known genes that were differentially expressed following statistical analysis of the microarray data are also provided [see Additional file 1]. The genes have been categorized according to ontology groups, and the file contains the accession number, gene symbol, gene name, and the mean fold change for the expression level of each gene. The fold-change represents the value for the comparison of level of gene expression in the *RFC1*^-/- ^embryos relative to the *RFC1*^+/+ ^embryos. 

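Fold-changes as given here are 2 to the power of the mean log2 difference of the 3 littermate pairs, so that litters enter with equal weight. Phlda2, an imprinted gene that restrains placental growth, was 6.05-fold higher in RFC1-/- embryos, with litter differences of 2.75, 3.00 and 2.03 on the log2 scale. Dpp4, a membrane peptidase, was 7.40-fold higher, and Tmprss2, a membrane serine protease, 8.54-fold higher. Dbx1, a homeobox gene of neural tube progenitors, was 4.01-fold lower, with litter differences of -2.17, -1.35 and -2.49. Of 179 genes of the complete list that were measured here, 107 rose, 62 fell and 10 did not pass an adjusted p of 0.05 in limma. Igf2r, among the 10, had a log2 difference of 0.37 (standard error 0.15, adjusted p = 0.260 from limma). As the list was chosen on these samples, its count is not independent evidence of the directions.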

(The data discussed in this publication have also been deposited in NCBIs Gene Expression Omnibus [18] and are accessible to the public through GEO Series accession number GSE10659).

**Table 1:** Microarray gene list: Multiligand endocytic receptor complex

***RFC1, E 9.5, whole embryo, nullizygote vs wildtype, Affymetrix mouse 430_2 microarray results***			
***RefSeq Transcript ID***	***Gene Symbol Affy***	***Description***	***Fold Change***

NM_009692	Apoa1	apolipoprotein A-I	65.97
XM_130038	Cubn	cubilin (intrinsic factor-cobalamin receptor)	35.49
NM_018816	Apom	apolipoprotein M	23.41
NM_013697	Ttr	transthyretin	18.02
NM_011255	Rbp4	retinol binding protein 4, plasma	14.43
NM_134249	Timd2	T-cell immunoglobulin and mucin domain containing 2	12.04
NM_133977	Trf	transferrin	9.41
NM_009696	Apoe	apolipoprotein E	4.70
NM_001008702///NM_023118	Dab2	disabled homolog 2 (Drosophila)	3.78
NM_008662	Myo6	myosin VI	3.56
NM_017399	Fabp1	fatty acid binding protein 1, liver	3.10
NM_013587	Lrpap1	low density lipoprotein receptor-related protein associated protein 1	2.16

### Distribution of gene ontology groups

A pie chart showing the relative distribution (percentage) of the gene ontology groups identified in the microarray analysis of the *RFC1*^-/- ^vs. *RFC1*^+/+ ^embryos is shown in Figure 1. The largest ontology group of known genes that was altered included several families of transcription factors (13.04%), followed by genes involved in transport functions (ion, lipid, carbohydrate) (11.37%). 

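Most transcription factor genes of the paper's list, several of them active in the neural tube, were lower in RFC1-/- embryos, and most of its transport genes were higher. Neurod1, a bHLH factor of neuronal differentiation, was 4.19-fold lower (log2 difference -2.07, standard error 0.18, adjusted p = 0.00452 from limma), to a level of 3.95 that was not shown to lie above background. Pou3f3 was 4.55-fold lower, Zic1 3.05-fold lower, and Neurog2, a proneural factor, 3.33-fold lower. Rhox5, a homeobox gene of the X chromosome active in extraembryonic cells, was 10.5-fold higher, and Sox17 and Foxa1, factors of endoderm, were 2.54-fold and 2.61-fold higher. Of the 34 transcription factor genes of the paper's list that were measured, 25 fell, 7 rose and 2, Ikzf1 and Pou3f2, did not pass an adjusted p of 0.05. Under the paper's heading of homeobox genes, which also holds Sox and T-box genes, 10 fell and 4 rose, and the 6 bHLH genes all fell. Of 25 measured transport genes, 21 rose, 2 fell (Dclk1 and Kcna1) and 2 did not pass. All 9 genes of lipid transport rose (Mttp not without litter 1, adjusted p = 0.0510 from limma). Of these, Apoa1, Apom, Apoc2, Apoe, Mttp and Fabp1 are also on the list of visceral endoderm genes. All 22 measured visceral endoderm genes of the paper's table rose. Of 21 markers outside that table, 16 rose and none fell (8 higher without litter 1). Slc2a2, a glucose transporter, was 28.0-fold higher, Apoc2, the cofactor of lipoprotein lipase, 17.7-fold and Slc7a7, an amino acid transporter, 2.85-fold. In litters 1, 2 and 3 the log2 differences were 3.46, 4.10 and 6.85 for Slc2a2 and 3.71, 3.21 and 5.53 for Apoc2. The transcription factor and transport groups were chosen by the study on these samples and are not independent evidence. A separate list of neural progenitor markers shares some genes with those that the paper discusses, so it is only partly independent. Of its 26 measured members, 16 fell and none rose (19 when adjusted over the list alone). Their median log2 difference was -0.87 (camera adjusted p = 4.24e-17 with a preset correlation, adjusted p = 0.222 with an estimated correlation). Of the 21 members that the paper does not discuss, 11 fell and none rose.

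**Figure D2:**
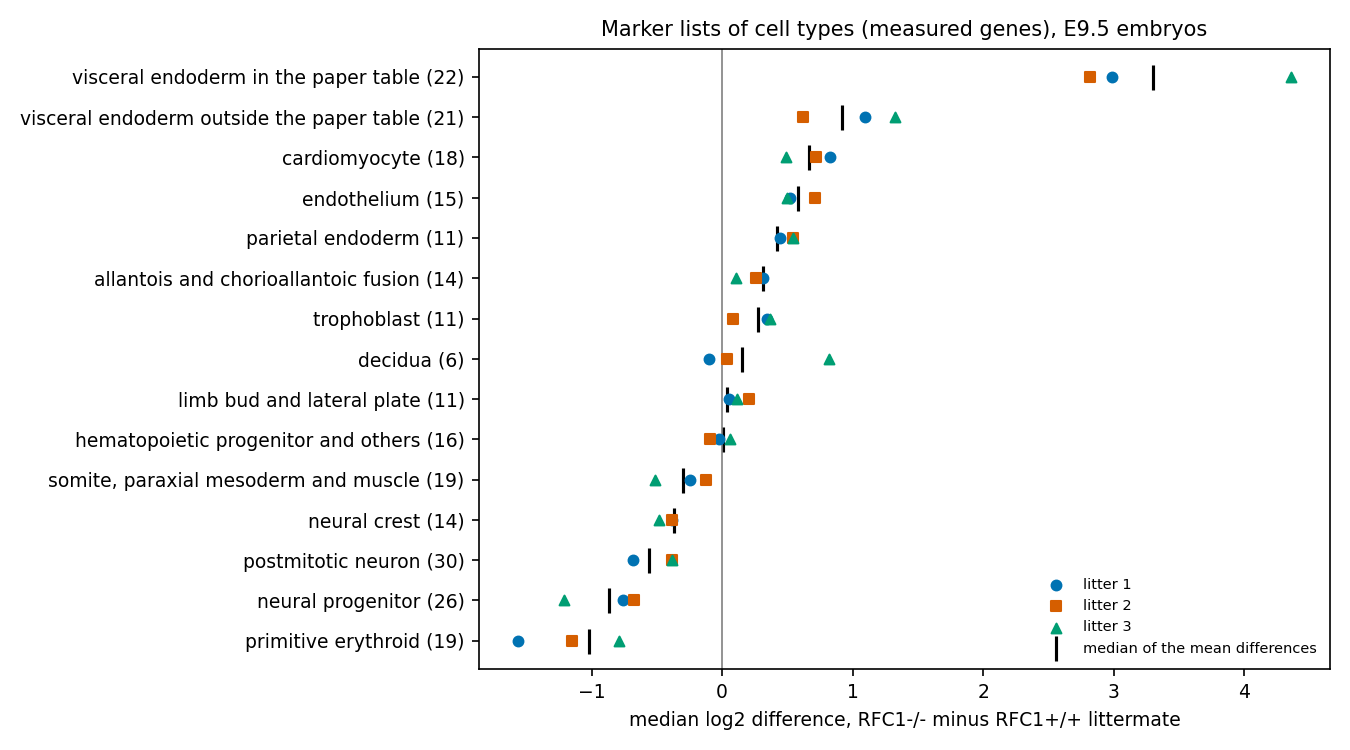
Median log2 difference, RFC1-/- minus RFC1+/+ littermate (x axis), of marker lists of cell types, with the number of measured genes in brackets (y axis). Coloured points are the medians in each of the 3 litters and black bars the median of the mean differences, which runs from 3.30 for visceral endoderm genes in the paper's table to -1.02 for primitive erythroid genes.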

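Embryonic globin genes and other genes of primitive red cells were lower in RFC1-/- embryos. Hba-x, the zeta globin gene, was 34.6-fold lower (log2 difference -5.11, standard error 0.43, adjusted p = 0.00451 from limma), and Hbb-bh1 was 25.4-fold lower. Slc4a1, the anion exchanger of the red cell membrane, fell to 3.91 on the log2 scale, a level not shown to lie above background, and was 32.3-fold lower on that probe set, 9.99-fold lower on another and not past on the third. Klf1 and Hemgn, nuclear regulators of red cell genes, fell 4.57-fold and 9.03-fold, and Hemgn, at 4.04 on the log2 scale in RFC1-/- embryos, was likewise not shown to lie above background. Fgg, a fibrinogen chain that visceral endoderm also secretes, was 15.8-fold higher, and Kdr, the VEGF receptor of endothelium, was 1.79-fold higher. Of the 19 measured genes that the paper's list places under hematopoiesis or angiogenesis, 8 rose, 10 fell and 1, Ikzf1, did not pass on its brightest probe set (log2 difference 0.01, adjusted p = 0.981 from limma), while its other probe set was 2.61-fold lower. The 14 measured genes listed under the multiligand complex hold 11 that rose and 3 that fell, which are the globins Hba-x, Hbb-bh1 and Hbb-y. The study chose both groups on these samples, so neither count is independent evidence. Primitive erythroid genes fixed as a separate list include genes of the paper's table, such as Hba-x and Klf1, so that list is only partly independent. Of its 19 measured members, 12 fell, none rose and 7 did not pass (14 lower when adjusted over the list alone). Every member had a mean difference below 0. Of its 12 members that the paper does not discuss, 5 fell and none rose. That list passed camera with a preset correlation (adjusted p = 3.44e-16), with adjusted p = 0.222 with an estimated correlation.

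**Figure D3:**
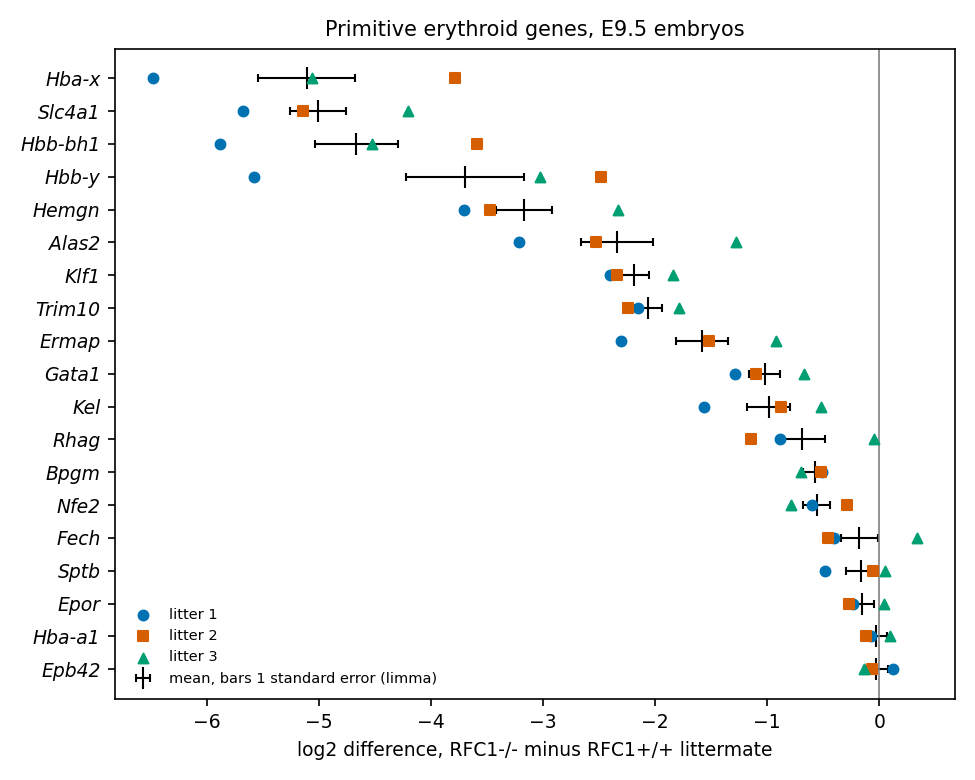
Log2 difference between the RFC1-/- and RFC1+/+ embryo of each litter (x axis) for the 19 measured genes of primitive red cells (y axis). Coloured points are the 3 litters and black marks the mean with 1 standard error from limma, from -5.11 for Hba-x to values near 0 for Epb42 and Hba-a1.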

Genes that code for receptors, ligands and interacting proteins in the cubilin-megalin multiligand endocytic receptor complex account for 9.36% of the total, followed closely by several genes involved in hematopoiesis (8.03%).

**Figure 1:**
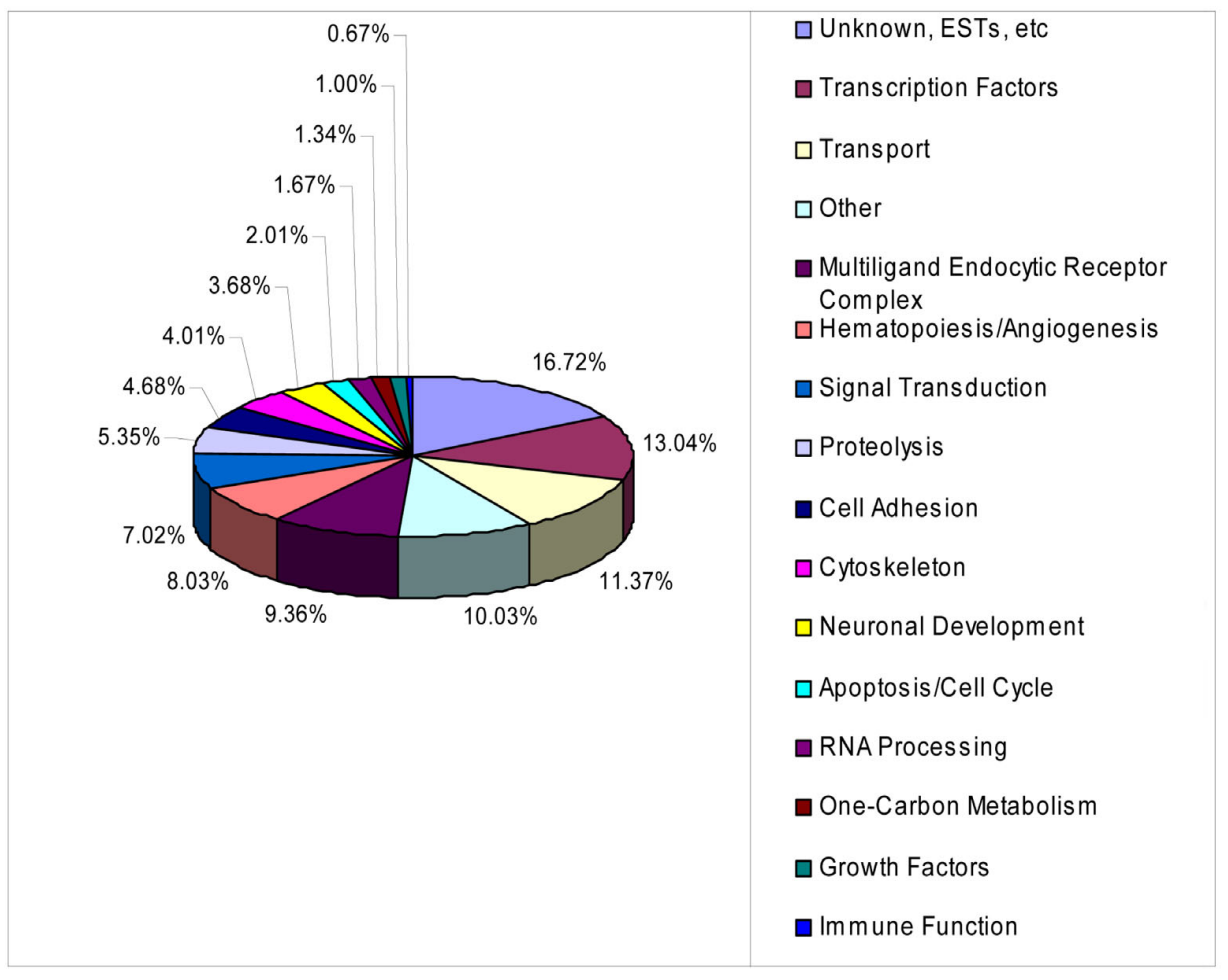
**Distribution of gene ontology groups**. A pie chart showing the relative distribution (percentage) of the gene ontology groups identified in the microarray analysis of E9.5 *RFC1*^-/- ^vs. *RFC1*^+/+ ^embryos is shown. A complete list of the genes within each of these gene ontology groups that were differentially expressed following statistical analysis of the microarray data is provided in [Additional file 1].

### Ingenuity Pathway Analysis

The most highly significant gene network identified in the Ingenuity Pathway analysis (Ingenuity™ Systems, Inc., Mountain View, CA) of our Affymetrix microarray data is shown in Figure 2. Based on new information available in the recent literature (interactions not yet reported in the latest release of the Ingenuity Knowledge Base), we identified an additional 11 genes of interest that were placed into this network. These additional genes are represented by 11 custom nodes and edges. 

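The keratin genes Krt19, Krt18 and Krt8 of the paper's list were 2.54-fold, 2.18-fold and 2.11-fold higher in RFC1-/- embryos, each with a higher value in all 3 litters. Cav1, the coat protein of caveolae, was 2.55-fold higher, Cdkn1a, an inhibitor of the cell cycle, 2.33-fold and Cd44, a hyaluronan receptor, 2.27-fold (adjusted p = 0.00523, 0.00417 and 0.00596 from limma). Tubb3, the neuronal beta-tubulin, was 2.97-fold lower, and Myb, a factor of blood progenitors, was 2.17-fold lower. Without the added nodes, the paper's network figure shows 35 gene names where the paper's text counts 34, of which 33 were measured here, and 23 of these rose, 7 fell and 3 did not pass an adjusted p of 0.05. Lcat and Pltp, which act on plasma lipoproteins, were among the latter, with log2 differences of 0.32 and -0.03 (adjusted p = 0.201 and 0.950 from limma). Apart from Lcat, Pltp and Lipc, these genes are on the study's own list from these samples and are not independent evidence.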

In the original "Network 1" of the Ingenuity Pathway Analysis, 32 of the 34 genes that appear were statistically up or down-regulated on our microarray analysis, giving it a score of 55. 

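Among the nodes added to the network, Folr1, Timd2, Myo6, Dab2, Amn, Lrp2 and Shh were higher in RFC1-/- embryos. Shh, a morphogen of the notochord and floor plate, was 1.56-fold higher (log2 difference 0.64, standard error 0.11, adjusted p = 0.0224 from limma, 0.151 without litter 1). Its other probe set, at a mean of 3.78 on the log2 scale, differed by 0.20 (adjusted p = 0.412 from limma over all probe sets). The Lrp2 call also ended without litter 1 (adjusted p = 0.0857 from limma), and without the litter as a block (adjusted p = 0.0579 from limma). The galectin gene Lgals3 differed by 0.62 on the log2 scale (standard error 0.54, adjusted p = 0.655 from limma), with litter differences of -0.59, -0.12 and 2.57, and the albumin and uteroglobin genes Alb and Scgb1a1 by -0.07 and -0.16 (adjusted p = 0.870 and 0.510 from limma). With such nodes included, the network names 46 genes, and of the 44 measured here 30 rose, 7 fell and 7 did not pass an adjusted p of 0.05. At the adjusted 0.001 level over the filtered probe sets, 17 of them were called in limma, and 33 by the random-variance test with its prior from all probe sets, which was chosen after seeing the data.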

With the addition of the custom nodes/edges (*Folr1, Shh, Timd2, Myo6, Dab2*) and nodes from the Cubn neighborhood–(Tf*, LgalS3, Alb, Gif, Amn, Lrp2, Lrpap1*, ScgB1A1) {*genes that already appear in the default "Network 1"} 34 of the 46 genes in the custom network were found to be significant. Many of the key genes highlighted in this top network are members of the ontology group that includes receptors, ligands and interacting proteins found in the cubilin-megalin multiligand endocytic receptor complex. This complex became the focus of further studies due to its important role in the uptake of folate and other vitamins, lipids, and nutrients essential for embryonic development.

**Figure 2:**
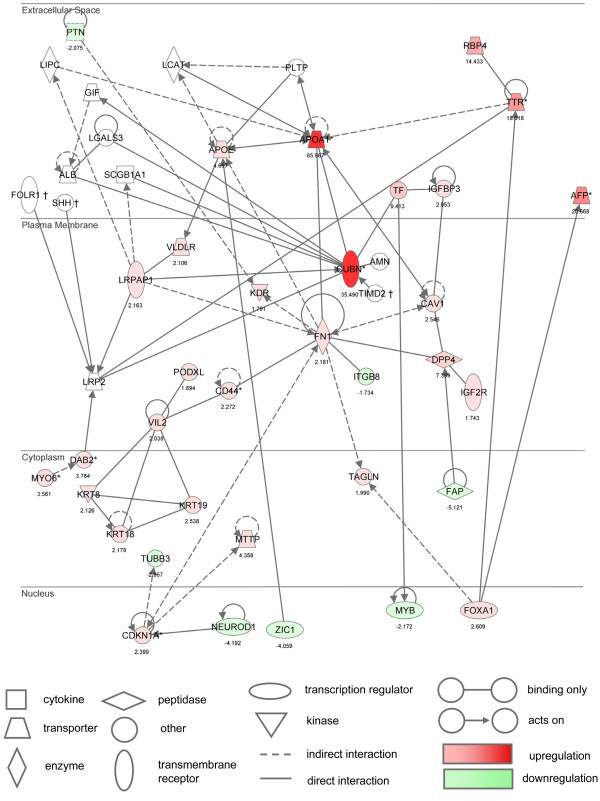
**Ingenuity™ Pathway gene network**. The most highly significant gene network identified in the Ingenuity™ Pathway analysis of our Affymetrix microarray data is shown. An additional 11 'custom' genes were placed into this network based on new information available in the recent literature. Many of the key genes highlighted in this top network are members of the ontology group that includes receptors, ligands and interacting proteins found in the cubilin-megalin multiligand endocytic receptor complex. The networks are displayed graphically as nodes (genes/gene products) and edges (the biological relationships between the nodes). The intensity of the node color indicates the degree of up- (red) or down- (green) regulation in gene expression in our microarray analysis. Nodes are displayed using various shapes that represent the functional class of the gene product. Edges are displayed as a direct interaction (solid line) or as an indirect/unknown interaction (dashed line). The nodes have also been arranged to show the location of the gene/gene product with respect to cellular or subcellular localization (e.g. plasma membrane, cytoplasm, nucleus, etc.).

### Cubilin-megalin multiligand endocytic receptor complex

A diagram of the structure of the cubilin-amnionless-megalin multiligand receptor endocytic complex is shown in Figure 3[19]. Megalin and cubilin are two multifunctional endocytic receptors that act in concert in certain tissues to mediate the uptake of a variety of lipoproteins and vitamin-carrier complexes [19-21]. Striking similarities in temporal and spatial expression patterns of megalin and cubilin have been described in mid-late gestation rat embryos [22], although differential patterns of expression have also been reported during early embryonic development in the mouse [23]. Megalin (Lrp2) is a low-density lipoprotein receptor-related protein that is co-expressed with cubilin in many absorptive epithelia, including the neuroepithelium and yolk sac of developing embryos. Several studies indicate a critical role for megalin in normal embryogenesis [24]. Megalin has been shown to bind and internalize multiple ligands, including the soluble folate binding protein (Folr1), and sonic hedgehog (Shh), among others [19,25-29]. Lack of megalin receptor function in a knockout mouse model results in abnormalities of the kidneys, lungs, central nervous system and craniofacies, and megalin-deficient pups die perinatally within the first few minutes of life due to respiratory insufficiency [30]. Conditional inactivation of megalin in the neuroepithelium has been shown to result in a loss of Shh expression in the ventral telencephalon [31], indicating that megalin-mediated uptake of Shh in the neuroepithelium is critical for early forebrain development [32].

**Figure 3:**
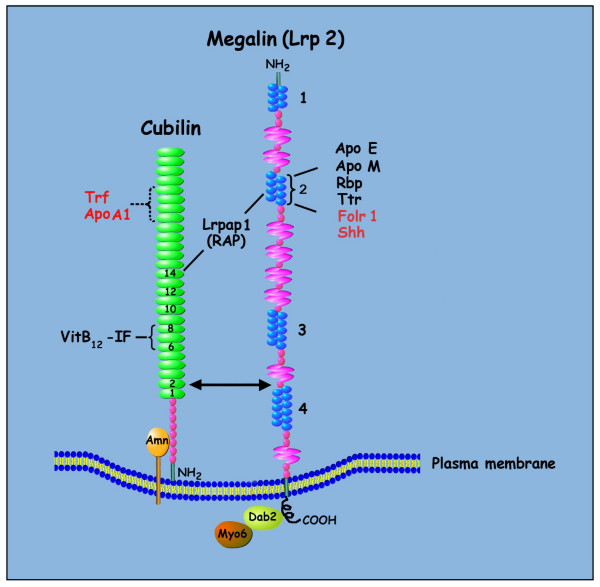
**Cubilin-megalin multiligand endocytic receptor complex**. A cartoon diagram of the structure of the cubilin-amnionless-megalin multiligand receptor endocytic complex [19] is shown. Megalin is a cell-surface receptor/transporter consisting of a large extracellular region, a single transmembrane domain, and a C-terminal cytoplasmic tail. The extracellular domain of megalin contains four clusters of lipoprotein receptor ligand-binding repeats (blue), growth factor repeats, an EGF repeat, and YWTD spacer regions. The second cluster of ligand-binding repeats has been identified as a common binding site for several ligands including apolipoprotein E (Apo E), apolipoprotein M (Apo M), retinol binding protein (Rbp), and transthyretin (Ttr). Megalin also binds the soluble form of the folate receptor (Folr1), and the morphogen sonic hedgehog (Shh). The cytoplasmic tail of megalin binds Dab2, a cytosolic adapter protein important for megalin-mediated endocytosis, and Dab2 binds and recruits Myo6 to clathrin-coated vesicles. The receptor-associated protein (Lrpap1; RAP) binds both megalin and cubilin. Cubilin is a peripheral membrane receptor comprised of a short amino terminal, eight EGF type domains, and 27 CUB domains (green). The amino-terminal end of cubilin is attached to the extracellular part of amnionless (Amn), and amnionless provides the transmembrane domain necessary for the anchoring and endocytic trafficking of cubilin. Cubilin ligands include transferring (Trf), albumin, hemoglobin, apolipoprotein A1 (ApoA1), and intrinsic factor (IF)-vitamin B_12_.

Cubilin (gp280) functions as an endocytic receptor for the intrinsic factor-cobalamin complex in the intestine, and as a receptor for apolipoprotein A1 and albumin reabsorption in the kidney proximal tubules and visceral yolk sac [33]. Cubilin is a peripheral membrane receptor comprised of a short amino terminal amphipathic helix, eight EGF type domains, and 27 amino acid modules known as CUB domains [34]. Although cubilin lacks a classic transmembrane domain and cytoplasmic tail, the amino-terminal end is necessary for membrane anchoring [35]. The amino-terminal region of cubilin is attached to the extracellular part of *amnionless*, which provides the transmembrane domain necessary for anchoring and endocytic trafficking of cubilin [36]. Antibodies directed against cubilin have been reported to have teratogenic effects in rats [37], and targeted disruption of cubilin in a mouse model reveals an essential role for this receptor in embryogenesis [38]. Homozygous inactivation of the murine cubilin gene results in embryolethality between E7.5 – E13.5. Cubilin knockout mice are characterized by defects in certain mesodermally-derived tissues, including failure of somite formation and abnormalities of the yolk sac blood islands and visceral endoderm [38].

A comparative overview of the developmental phenotype of mice with genetically engineered deletions in critical components of the cubilin-megalin multiligand endocytic receptor complex including *Cubilin, Amnionless, Megalin, Receptor-Associated Protein (RAP; Lrpap1)*, and *Disabled homolog-2 *is provided [see Additional file 2]. The phenotypes of these mutants are compared to the developmental anomalies observed following genetically engineered deletions in the folate transporters *Folr1 *and *RFC1*. *RFC1*^-/- ^embryos on low dose maternal folate supplementation (such as those examined in the microarray analysis) display certain phenotypic traits in common with the more severely affected *cubilin, amnionless*, and *Dab2 *knockouts, including failure of chorioallantoic fusion and defects in mesoderm-derived structures, whereas *RFC1*^-/- ^embryos that survive to term following high dose maternal folate supplementation display a range of malformations more similar to the *megalin *knockout mutants.

### Quantitative real-time PCR validation

Genes in the cubilin-megalin multiligand endocytic receptor complex identified in the Affymetrix microarray analysis, Ingenuity Pathway analysis, or through additional information available in the literature were selected for further expression analysis by quantitative RT-PCR (qRT-PCR). The twelve genes selected for qRT-PCR validation of alterations in gene expression are listed along with a description of their function, and the ABI primer/probe sets used for these experiments [see Additional file 3]. Figure 4 and Table 2 list the results of the qRT-PCR analysis, including p-values, and a graph of the relative levels of expression of the selected genes in the multiligand receptor endocytic complex is shown. *Cubn, ApoA1, Amn, Trf, Timd2, Rbp4, Ttr*, and the GPI-anchored folate receptor *(Folr1) *are significantly upregulated in E9.5 *RFC1*^-/- ^embryos relative to E9.5 *RFC1*^+/+ ^littermates (*p < .05; **p < .01). However, the qRT-PCR analysis did not detect statistically significant changes in the expression of *Lrp2, Lrpap1, Dab2*, or *Shh*. Error bars represent SEM values.

**Figure 4:**
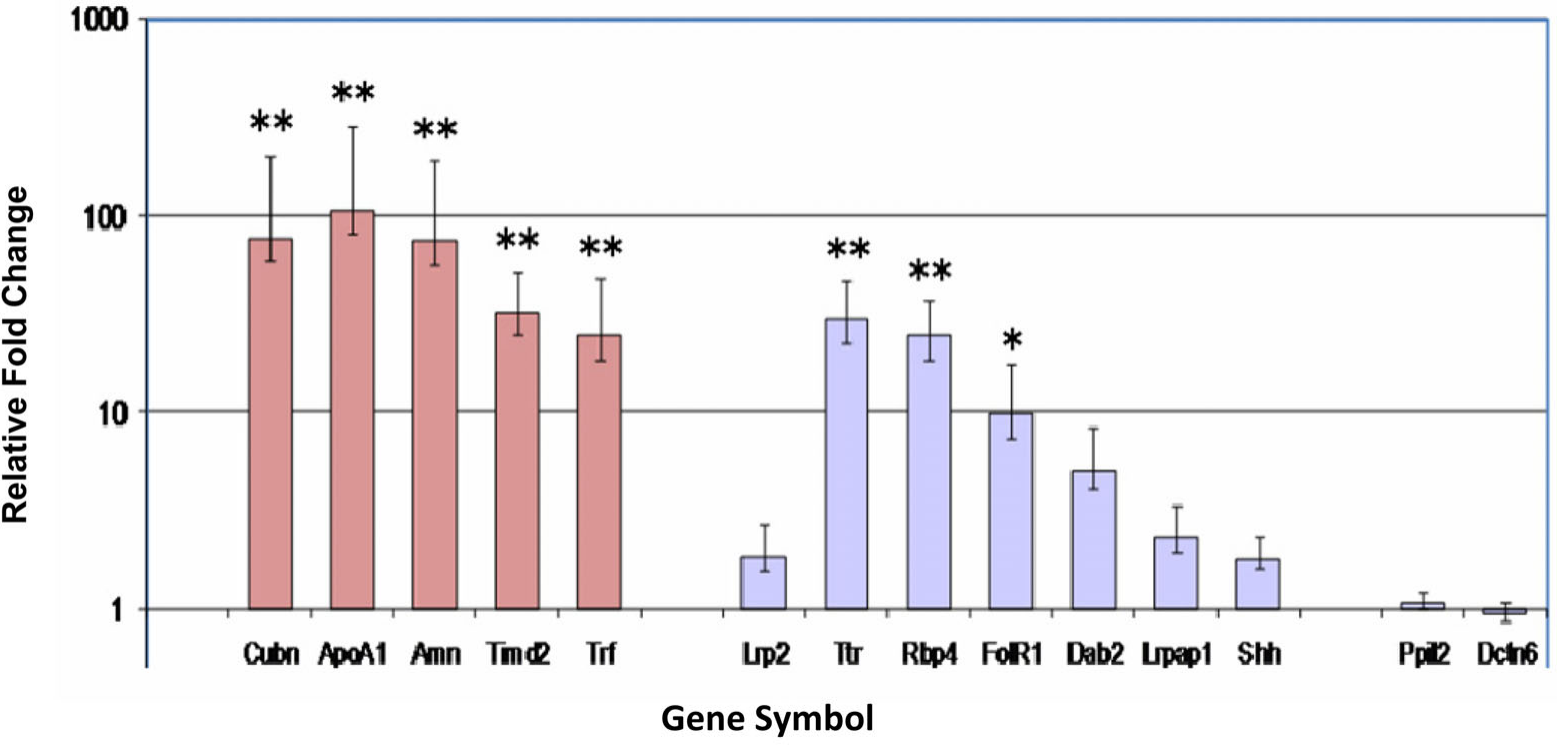
**Quantitative RT-PCR relative gene expression levels**. The results of the quantitative RT-PCR validation experiments are shown in the graph. Genes were selected for the RT-PCR analysis based on the results of the microarray analysis, or because of their presence in the cubilin-megalin multiligand endocytic receptor complex. The red bars on the left represent the fold change in the expression of cubilin and cubilin-related genes and the blue bars on the right represent the fold change in the expression of megalin and megalin-related genes relative to the expression of the housekeeping genes *Ppil2 *and *Dctn6*. (*p < .05; **p < .01) Error bars represent SEM values. Gene symbols, relative expression levels and p values are provided in the corresponding Table 2. *Cubilin (Cubn), Apolipoprotein A1 (ApoA1), Amnionless (Amn), Transferrin (Trf), T-cell immunoglobin and mucin domain containing 2 (Timd2), Megalin (Lrp2), Lipoprotein receptor-associated protein 1 (Lrpap1), Disabled (Dab2), Folate Receptor (Folr1), Retinol Binding Protein 4 (Rbp4), Sonic Hedgehog (Shh), Transthyretin (Ttr)*.

**Table 2:** qRT-PCR Gene Expression Levels

**Gene**	**Relative Expression**	**P value**
Cubn	76.6	0.002
ApoA1	106.4	0.001
Amn	75.3	0.002
Trf	24.6	0.005
Timd2	32.7	0.003
Lrp2	1.9	0.462
Lrpap1	2.3	0.279
Dab2	5.1	0.051
Folr1	10.0	0.017
Rbp4	24.8	0.004
Shh	1.8	0.496
Ttr	29.8	0.004
Ppil2	1.1	1.000
Dctn6	0.9	0.998

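Folr1, the folate receptor bound to the cell surface, was 5.26-fold higher in RFC1-/- embryos on the arrays (log2 difference 2.40, standard error 0.37, adjusted p = 0.0174 from limma over all genes). The difference was 1.89, 1.60 and 3.69 in litters 1, 2 and 3. Lrp2, which encodes megalin, was 1.77-fold higher on its brightest probe set (log2 difference 0.82, standard error 0.12, adjusted p = 0.0163 from limma), with 7.01 ± 0.32 in RFC1+/+ and 7.83 ± 0.36 in RFC1-/- embryos (SD, n = 3 each). Its other probe sets differed by 0.81 and -0.05. The Lrp2 call ended without litter 1 (adjusted p = 0.0857 from limma) and without the litter as a block (adjusted p = 0.0579).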

Although neither *Folr1 *nor *megalin *gene expression made the cut-off for statistical significance on our microarray analysis, we included them in our qRT-PCR analysis because of their presence in the multiligand endocytic receptor complex, and their important role in nutrient delivery to the developing embryo (*Folr1 *was upregulated 5.3 fold, p < .0003 on the microarray analysis, but did not make the cut-off for the FDR level). qRT-PCR results demonstrated no significant difference in message levels of megalin between the two groups, but a 10-fold increase in *Folr1 *expression was detected (p < .017) in *RFC1*^-/-^relative to *RFC*^+/+ ^littermates. RT-PCR validation also demonstrates a highly significant upregulation of *cubilin*message in *RFC1*^-/- ^embryos (77-fold, p < .002). *Amn *mediates cell-surface localization and endocytic function of cubilin in the visceral endoderm [39]. 

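Amn, which encodes the amnionless protein that anchors cubilin in the membrane, was 10.5-fold higher in RFC1-/- embryos. It measured 4.96 ± 0.55 on the log2 scale in RFC1+/+ embryos and 8.36 ± 1.01 in RFC1-/- embryos (SD, n = 3 each), and rose by 2.95, 2.30 and 4.94 in litters 1, 2 and 3. Over all genes the adjusted p was 0.0113 in limma. Over the filtered probe sets the adjusted p was 2.41e-16 in limma, whose variance prior there had infinite degrees of freedom, and 0.00109 with the random-variance test with its prior from all probe sets, a setting chosen after seeing the data.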

*Amn *did not make the list of 288 genes identified as statistically significant in our microarray analysis using the stringent cut-off of 0.001 for adjusted p-values (p = .00109). However, due to its critical role in cubilin expression and function, we chose to further analyze *amnionless *gene expression levels by quantitative RT-PCR. Our results show that, similar to cubilin, the expression of *amnionless *was highly significantly upregulated (75-fold; p < .002) in *RFC1*^-/- ^embryos.

### Immunohistochemistry

During normal embryonic development, megalin and cubilin are highly expressed in the visceral endoderm (VE) and visceral yolk sac (VYS), and function cooperatively in the maternal-fetal transfer of multiple nutrients and morphogens. The VE is a polarized epithelial tissue that surrounds the developing epiblast. The apical surface of the VE faces maternal tissues, and contains numerous microvilli that function to absorb nutrients from the maternal environment [40]. Additional roles in patterning anterior-posterior polarity of the early embryo, correct positioning of the primitive streak, induction of blood precursors, and forebrain development have been ascribed to the anterior VE [41-43]. Following implantation, the VE surrounding the epiblast differentiates to form the VYS. The VYS continues to play a critical role in maternal-fetal nutrient and waste exchange prior to establishment of the chorioallantoic placenta [44].

Immunohistochemical expression of cubilin, megalin and Folr1 protein in E9.5 *RFC1*^+/+ ^and *RFC1*^-/- ^embryos and extra-embryonic membranes was examined. Expression of cubilin, megalin and Folr1 protein in the visceral yolk sac (VYS) is shown in Figure 5. Cubilin (**5A**), megalin (**5C**) and Folr1 (**5E**) protein are all highly expressed on the apical side of the VYS in E9.5 *RFC1*^+/+ ^embryos (brown staining). Cubilin is also highly expressed on the apical side of the VYS in E9.5 *RFC1*^-/- ^embryos (**5B**). Megalin expression, however, is completely absent from the VYS of *RFC1 *mutants (**5D**). Folr1 protein expression is absent from the apical plasma membrane of the VYS in *RFC1*^-/- ^embryos, but demonstrates increased expression in the endothelial cell layer of the yolk sac blood islands (**5F**).

**Figure 5:**
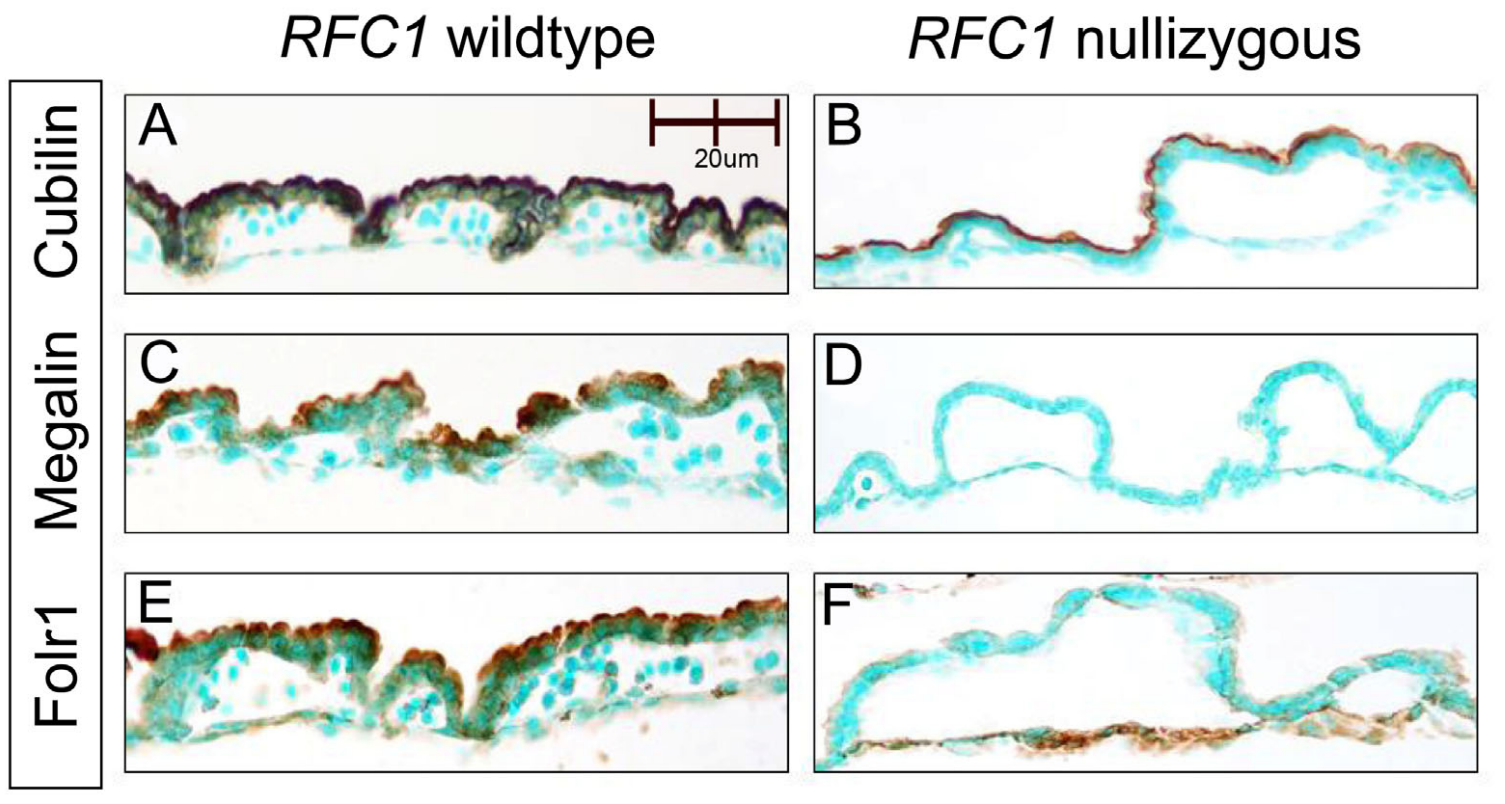
**Cubilin, megalin and Folr1 protein expression in VYS**. Expression of cubilin, megalin and Folr1 protein in the visceral yolk sac is shown in Figure 5. Cubilin (**A**), megalin (**C**) and Folr1 (**E**) protein are all highly expressed on the apical side of the visceral yolk sac in E9.5 *RFC1*^+/+ ^embryos. Cubilin is also highly expressed on the apical side of the visceral yolk sac in E9.5 *RFC1*^-/- ^embryos (**B**). Megalin expression, however, is completely absent from the visceral yolk sac of *RFC1 *mutants (**D**). Folr1 protein expression is absent from the apical plasma membrane of the VYS, but demonstrates increased expression in the endothelial cell layer of the yolk sac blood islands (**F**).

Expression of cubilin and megalin protein in the neuroepithelium is shown in Figure 6. Megalin expression is observed in the retinal pigment epithelium, cells lining the otic vesicle, and exclusively on the apical side of neuroepithelial cells (**6A**; red arrows) in E9.5 *RFC1*^+/+ ^embryos (brown staining). In *RFC1*^-/- ^embryos, however, megalin is expressed on both the apical (**6B**; red arrows) and basolateral side (**6B**; purple arrowheads) of the neuroepithelium. Positive staining for megalin is also observed in the surface ectoderm, notochord, pericardium, and endothelial cells lining vascular structures (primary head veins/cardinal veins and vitelline vein) of *RFC1*^+/+ ^embryos, but megalin staining is faint or absent in the (hindbrain) notochord and endothelium of similar vascular structures in *RFC1 *mutant embryos (not shown). Similar to megalin, cubilin expression is observed in the surface ectoderm (**6C**; black arrows), retinal pigment epithelium, otic vesicle, and apical side of neuroepithelial cells (**6C**; **6E**; red arrows) in E9.5 *RFC1*^+/+^embryos. In *RFC1*^-/- ^embryos, however, cubilin is misexpressed on the basolateral side of neuroepithelial cells (**6D; 6G; **purple arrowheads), Discrete, positive staining for cubilin is observed in the notochord of *RFC1*^+/+ ^embryos (**6F**, yellow arrow). In contrast, the expression of cubilin protein appears to be highly upregulated and widespread throughout the (sparse) mesenchyme underlying the neural tube (NT) of *RFC1*^-/- ^embryos, especially in the region *surrounding *the notochord (**6D, 6H**, yellow arrow). Cubilin staining is present in the pericardium of both *RFC1 *wildtype (**6I**; black arrowhead) and mutant embryos. Although there are a few cells that stain positive for cubilin in the trabeculae of the common ventricular chamber in the *RFC1 *wildtype heart, cubilin expression is dramatically upregulated throughout the myocardium of the developing heart in *RFC1 *mutants (**6J**).

**Figure 6:**
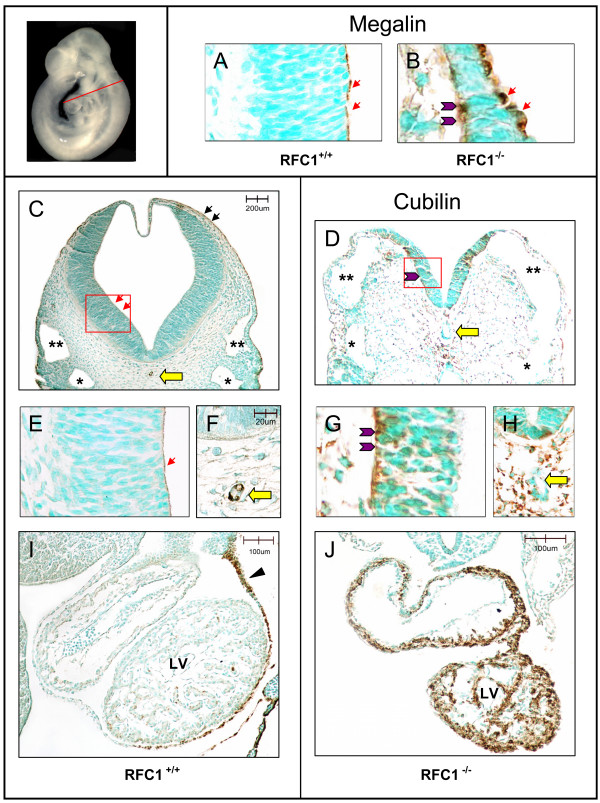
**Cubilin and megalin protein expression in E9.5 embryos**. Immunohistochemical staining was performed on transverse sections through E9.5 *RFC1*^+/+ ^and *RFC1*^-/- ^embryos in order to examine the relative expression and distribution of megalin and cubilin protein. The level and plane of the sections shown in Figure 6 is illustrated by the line drawn through the embryo shown in the upper left hand corner. The red boxes drawn over the neuroepithelium of embryos shown in **6C **and **6D **(4× magnification) indicate the orientation of the higher magnification panels (40× magnification) shown in **6A**, **6B**, **6E**, and **6G**; the apical surface (ventricular side) of the neuroepithelial cells is shown on the right of these panels, and the basolateral, or mesenchymal side of the neuroepithelial cells is shown on the left side of the panels. Megalin is expressed exclusively on the apical side of neuroepithelial cells in *RFC1 *wildtype embryos (**6A**; red arrows), but is expressed on both the apical (**6B**; red arrows) and the basolateral side (**6B**; purple arrowheads) of the neuroepithelium in *RFC1 *mutants. Cubilin expression is also restricted to the apical side of neuroepithelial cells in *RFC1 *wildtype embryos (**6C**, **6E**; red arrows), but is misexpressed on the basolateral side of the neuroepithelium in *RFC1 *nullizygous embryos (**6D**, **6G**; purple arrowheads). Staining for cubilin protein is visible in the surface ectoderm of *RFC1*^+/+ ^embryos (**6C**; black arrows), and discrete staining is also observed in the notochord (**6C**, **6F**; yellow arrow). Cubilin expression is highly upregulated in the cranial mesenchyme of *RFC1*^-/- ^embryos (shown in panel **6D**) relative to wildtype littermates, especially in the region surrounding the notochord (**6H**; yellow arrow). Staining for cubilin protein is visible in the mesothelial cells of the pericardium of *RFC1 *wildtype (**6I**; black arrowhead) and *RFC1 *mutant embryos (not visible in section shown in **6J**), and although there are a few cells that stain positive for cubilin in the trabeculae of the common ventricular chamber in the wildtype embryo, cubilin expression is dramatically upregulated throughout the myocardium of the *RFC1 *mutant (**6J**). Normal morphology of the primary head vein/cephalic extension of the anterior cardinal vein (**) and the third branchial arch artery (*) in the *RFC1 *wildtype embryo are shown in (6C); comparable structures labeled in the *RFC1 *mutant (6D) indicate abnormal vascular morphology. **LV: **left ventricle.

## Discussion

In the present study, microarray analysis of gene expression in whole E9.5 *RFC1*^-/- ^embryos vs. *RFC1*^+/+ ^littermates was utilized as a tool for discovering genetic pathways disrupted in the absence of *RFC1 *that may play a role in the observed developmental anomalies. Our results indicate that *RFC1*^-/- ^embryos have alterations in the expression of several genes that code for receptors, ligands, interacting proteins, and modifiers of the cubilin-megalin multiligand endocytic receptor complex. 

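Of 19 measured genes of the complex and its partners that the paper's text names, 15 were higher in RFC1-/- embryos and none was lower. The number higher was 15 when adjusted over the list alone, and 13 without litter 1. Receptors, anchors, adaptors and ligands were among the 15, with Cubn, Amn, Dab2 and Rbp4 as examples. The 4 others were Lgals3, Alb, Cblif and Scgb1a1. The list holds no globin gene, and the globins Hba-x, Hbb-bh1 and Hbb-y, which the paper's table places with the complex, were lower. The median log2 difference of the 19 genes was 1.83, and the litter medians were 1.89, 1.56 and 2.57. In camera the list had an adjusted p of 4.24e-17 with a preset correlation, and an adjusted p = 0.222 with an estimated correlation. Most of these genes were named by the study from these samples, so the count is not independent evidence of the direction. All 22 measured visceral endoderm genes of the paper's table rose as well, with a median of 3.30 (camera adjusted p = 1.09e-34 with a preset correlation, adjusted p = 0.222 with an estimated correlation), and the study chose these on the same samples too. The paper notes that many key genes of its network belong to this group, took the complex on to qRT-PCR and immunohistochemistry for its part in the uptake of folate and other nutrients, and concludes that RFC1-/- embryos have altered expression of receptors, ligands and interacting proteins of the complex.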

Cubilin and megalin are both expressed in the VYS and play a critical role in the maternal-fetal transport of multiple ligands. In the VYS, blood vessels develop adjacent to the VE cell layer, and cell-cell interactions between yolk sac mesenchyme and VE appear to be important for vascular development [45,46]. Cubilin and megalin are cell surface proteins expressed in the extraembryonic VE that work cooperatively to mediate endocytosis of lipoproteins and vitamin complexes (including folate and intrinsic factor-vitamin B12) necessary for erythropoiesis and embryonic development. Uptake of folate and nutrients by the VE may therefore play a role in development of the adjacent yolk sac mesenchyme necessary for formation of the allantois and the initiation of erythropoiesis. In the absence of *RFC1*, the primary route of folate uptake into cells may be the GPI-anchored folate receptor, or internalization of folate bound to the soluble form of the folate receptor via endocytosis by megalin [28].

Although our RT-PCR results demonstrated no significant difference in message levels of megalin, a 10-fold increase in *Folr1 *expression was detected in *RFC1*^-/- ^relative to *RFC*^+/+ ^littermates. IHC examination of megalin and Folr1 protein expression in *RFC1*^-/- ^embryos indicates the disappearance of megalin on the apical cell surface of the VYS, as well as aberrant expression of Folr1, suggesting that, in addition to the absence of RFC1-mediated folate transport, folate uptake via the Folr1-megalin transport pathway may also be compromised in the VYS of *RFC1*^-/- ^embryos.

Microarray analysis and RT-PCR validation demonstrated highly significant upregulation of *cubilin*message in E9.5 *RFC1*^-/- ^embryos. 

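On the arrays, cubilin message (Cubn) measured 6.13 ± 1.53 on the log2 scale in RFC1+/+ embryos and 11.28 ± 1.17 in RFC1-/- embryos (SD, n = 3 each). The log2 difference was 5.15 (standard error 0.58, adjusted p = 0.00846 from limma), and it was 3.50, 4.83 and 7.12 in litters 1, 2 and 3. A second probe set of Cubn rose by 4.66.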

Follow-up IHC analysis suggested a corresponding upregulation in cubilin protein, although technical challenges associated with extracting sufficient amounts of protein from the tiny E9.5 mutant embryos precluded western blot quantification. In *RFC1*^+/+^, cubilin protein is observed on the apical surface of neuroepithelial cells, while in mutant embryos, cubilin protein is observed predominantly on the basolateral side of the neuroepithelium. Increased expression of cubilin protein is also widely visible throughout the heart and cranial mesenchyme in *RFC1*^-/- ^embryos, and is particularly evident in the region surrounding the notochord. It is of interest to note that staining for cubilin remains high on the apical plasma membrane of the VYS in *RFC1 *mutants, and the polarity of expression does not seem to be altered as it does in the neuroepithelium.

Previous reports suggest that cubilin-mediated endocytosis requires the presence of megalin [47]. If this is the case, even though cubilin is highly expressed in the VYS of *RFC1*^-/- ^embryos, cubilin-mediated internalization of nutrients in the VYS may be impaired in the absence of megalin, resulting in the observed accumulation of cubilin on the apical surface of the plasma membrane. Defective endocytosis of the cubilin-megalin complex and the observed upregulation in gene expression of transferrin, transthyretin, retinol binding protein, and several of the apolipoproteins in *RFC1*^-/- ^embryos may reflect a compensatory upregulation in genes encoding for these cubilin-megalin transported ligands, secondary to a perceived deficiency in these nutrients by the developing embryo.

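Genes of some transported ligands rose to high levels in RFC1-/- embryos. Transthyretin (Ttr) reached 13.61 ± 0.59 on the log2 scale from 9.71 ± 0.74 in RFC1+/+ embryos (SD, n = 3 each), 14.8-fold higher (adjusted p = 0.00301 from limma). Retinol binding protein (Rbp4) was 14.4-fold higher, with 12.15 ± 0.79 against 8.30 ± 0.81 (SD, n = 3 each). Of 18 measured apolipoprotein genes, picked by their symbols after the data were seen, 10 rose, none fell and 8 did not pass an adjusted p of 0.05 in limma. Apod and Apoo, among the latter, differed by -0.33 and -0.12 on the log2 scale (adjusted p = 0.142 and 0.633 from limma). Apoa4 was 11.6-fold higher, Apoa2 10.5-fold and Apoa5 2.19-fold. In litters 1, 2 and 3, Apoa4 rose by 2.29, 2.83 and 5.48 on the log2 scale and Apoa2 by 2.55, 2.08 and 5.53. Markers of visceral endoderm that are not in the paper's table moved in the same direction, with litter medians of 1.09, 0.62 and 1.33 on the log2 scale.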

The expression of *amn *was also significantly upregulated in *RFC1*^-/- ^embryos.*Amn *is expressed in the VE, and forms a tight complex with the N-terminal end of cubilin, providing the transmembrane domain necessary for membrane anchoring and endocytic trafficking of cubilin. *Amn *is therefore an essential component of the cubilin receptor complex, facilitating the endocytosis/transcytosis of cubilin-bound ligands and nutrients that are absorbed from the maternal environment and transported to the developing embryo during gastrulation. Similar to the *RFC1*^-/-^, embryonic development is arrested during gastrulation in *amn *mouse mutants [48-50]. *Amn *knockout embryos appear abnormal during the early primitive streak stage (E6.5–7.0), and then die between E9.5–E10.5. Mutant embryos are smaller than wildtype littermates, and the embryonic ectoderm is underdeveloped [48]. Depending on the genetic background of the *amn *mouse mutant, the amniotic membrane may be present [49] or absent [48]. Extra-embryonic structures derived from proximal streak mesoderm (chorion, allantois, yolk sac blood islands), and distal streak mesoderm (notochord, foregut, cardiac mesoderm) in *amn *mutants appear to develop normally, but embryos have impaired assembly of derivatives of the middle primitive streak, resulting in the absence of paraxial, intermediate and lateral plate mesoderm.

### Dab2

gene expression was upregulated in our microarray analysis of *RFC1*^-/- ^embryos, but the difference was not statistically significant on RT-PCR analysis. 

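Dab2, an adaptor that links the receptors to clathrin, was 3.21-fold higher in RFC1-/- embryos on the arrays, at 11.01 ± 0.72 against 9.32 ± 0.17 on the log2 scale (SD, n = 3 each). The log2 difference of 1.68 had a standard error of 0.20 and passed an adjusted p of 0.05 in limma, and litters differed by 1.51, 1.21 and 2.33. The other 3 probe sets of Dab2 rose by 1.92, 1.13 and 1.49.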

*Dab2 *is a cytosolic adapter protein expressed in the VE and VYS. Inactivation of murine *Dab2 *results in disorganization of the VE layer, and early embryonic lethality prior to gastrulation [51]. Embryos appear to develop normally when *Dab2 *is conditionally deleted from only the embryo, indicating that *Dab2 *expression in the VE is the essential component for progression of normal embryogenesis [52]. *Dab2 *binds to a common sequence in the cytoplasmic tails of lipoprotein receptors [53], and has been found in complexes with megalin in the kidney [54,55], suggesting it may be involved in mediating the intracellular trafficking and/or endocytosis of megalin. The *Dab2 *gene is alternatively spliced to produce two protein products [56]; expression of the p96 isoform is essential for normal embryonic development and endocytosis of megalin in the VE [57,58]. In p96 *Dab2 *mutants, megalin and cubilin accumulate at the apical plasma membrane surface, and little intracellular protein or co-localization with early endosome markers is observed. However, if the p67 isoform of *Dab2 *is inactivated, approximately 50% of homozygotes die by E10.5, and surviving mutants are small and developmentally delayed relative to wildtype littermates [58]. Altered expression of *Myo6 *was also detected in our microarray analysis of *RFC1*^-/- ^embryos. Both isoforms of *Dab2 *bind and recruit *Myo6 *to clathrin-coated vesicles [52,59], and function in clathrin-mediated endocytosis in polarized epithelial cells [60-62].

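Myo6, a motor that moves endocytic vesicles along actin, was 3.56-fold higher in RFC1-/- embryos on its brightest probe set (standard error of the log2 difference 0.12, adjusted p = 0.00301 from limma). Littermate differences were 1.93, 1.56 and 2.00 on the log2 scale. Other probe sets of Myo6 differed by 1.08 and 0.43.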

### Receptor-associated protein (RAP or Lrpap1)

is another component of the cubilin-megalin multiligand endocytic receptor complex that demonstrated increased expression in *RFC1*^-/- ^embryos on our microarray analysis, but did not show a statistically significant difference in the RT-PCR analysis. 

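Lrpap1, the receptor-associated protein that chaperones megalin, measured 11.62 ± 0.35 on the log2 scale in RFC1-/- embryos and 10.49 ± 0.01 in RFC1+/+ embryos (SD, n = 3 each), 2.20-fold higher. Its log2 difference of 1.14 had a standard error of 0.15 (adjusted p = 0.0111 from limma), and its other probe sets differed by 1.11, 0.65 and 0.73.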

RAP binds both megalin [63] and cubilin [35], and functions as a chaperone-like protein to promote proper folding and protect the ligand binding sites of newly processed low density lipoprotein receptor family proteins, preventing premature interaction of ligands with the receptors [64,65]. Megalin binds to two separate sites on RAP [66] with high affinity, and the binding is calcium-dependent. RAP resides predominantly in the endoplasmic reticulum where it binds and escorts megalin receptors to the golgi. Dissociation of the complex occurs in late endosomes, triggered by the acidic pH of this compartment, and the subsequent protonation of exposed histidine residues on the surface of RAP that modulate the binding/release of RAP from megalin [67]. RAP is subsequently delivered to lysosomes and degraded, while megalin is recycled to the cell surface [68]. RAP deficiency is associated with a decrease in megalin expression and a change in subcellular distribution, causing an accumulation of megalin in intracellular compartments. Homozygous RAP-deficient mice are viable and appear phenotypically normal, although megalin expression in the liver and brain is significantly reduced [69].

In the renal brush border, megalin has been shown to specifically bind NHE3 [70], a Na^+^/H^+ ^ion exchanger that mediates the electroneutral exchange of intracellular H^+ ^for extracellular Na^+ ^across plasma membranes. NHE3 plays a critical role in NaCl homeostasis, and the maintenance of intracellular pH, and has also been shown to play a role in clathrin-mediated endocytosis and endosomal acidification [71]. In renal proximal tubule cells, NHE3 deficiency or inhibition reduces the relative cell surface expression of megalin, suggesting intracellular retention of megalin due to impaired trafficking/recycling of endosomes back to the plasma membrane [71]. On our microarray analysis, the gene expression profile of numerous ion channels was altered in *RFC1*^-/-^embryos (see supplemental data). 

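Of 12 measured genes that the paper's list places under calcium, potassium or chloride transport, 8 rose, 2 fell and 2 did not pass an adjusted p of 0.05 in limma. Clic6, an intracellular chloride channel, was 5.60-fold higher in RFC1-/- embryos (log2 difference 2.49, standard error 0.21, adjusted p = 0.00441 from limma). Kcnk6, a potassium leak channel, was 1.73-fold higher, and the calcium-binding genes Anxa4 and Anxa6 were 2.38-fold and 1.87-fold higher. Kcna1, a voltage-gated potassium channel of neurons, was 1.45-fold lower (adjusted p = 0.0341 from limma), and this call ended without litter 1 (adjusted p = 0.126) and without litter 2 (adjusted p = 0.126). Atp1b1, a subunit of the sodium pump, differed by 1.14 on the log2 scale (standard error 0.27, adjusted p = 0.0630 from limma), and Camk2b by 0.00. Adm, a vasodilator peptide placed in the same group, was 2.69-fold higher. The group was chosen on these samples and is not independent evidence.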

*RFC1 *functions not only in the cellular uptake of folate, but also as a facilitative anion exchanger, and its deletion may impact intracellular pH homeostasis. The association of RAP with megalin is highly pH dependent. Premature dissociation of the RAP-megalin complex could result in misfolding, or early intracellular degradation of megalin along the secretory pathway, which might provide an alternative explanation for the disappearance of megalin protein on the surface of the VYS and neuroepithelium in *RFC1 *mutants. The absence of cell surface expression of megalin would impact uptake of megalin binding ligands such as transthyretin, hemoglobin, retinol binding protein, apolipoproteins, and shh, and might also impact megalin-dependent endocytosis of the cubilin-binding ligands such as albumin, transferrin, and apolipoprotein A-I. This would result in not only in a folate deficiency, but would also significantly impact maternal-fetal delivery of numerous other nutrients and morphogens required for normal vasculogenesis, hematopoiesis and embryonic development.

## Conclusion

*RFC1 *functions as a facilitative anion exchanger and the primary transporter of reduced folates in multiple tissue types. Polymorphisms in folate transport genes have been implicated as risk factors for certain types of birth defects, and recent evidence from human epidemiological studies demonstrates an association between polymorphisms in *RFC1 *and increased risk for neural tube defects [72-74], and conotruncal heart defects [75,76]. However, the mechanism(s) by which altered *RFC1*-mediated folate transport perturb normal morphogenesis are currently unknown. In our knockout mouse model, loss of functional *RFC1 *during embryogenesis alters the gene expression of numerous transcription factors and ion channels, as well as the expression of a group of genes that code for receptors, ligands and interacting proteins in the cubilin-megalin multiligand endocytic receptor complex. Alterations in the quantity and location of cubilin and megalin protein expression are observed in the yolk sac, neuroepithelium, and mesoderm of E9.5 *RFC1 *nullizygous mutants. Inactivation of *cubilin, amnionless*, or *dab2 *impacts early development, resulting in disorganization of the visceral endoderm, as well as deficiencies in the formation of mesodermal structures, including the chorioallantois, blood islands, and primitive erythrocytes, similar to the phenotype observed in *RFC1*^-/- ^mutants on low dose maternal folate [see Additional file 2]. Inactivation of *lrp2 *(megalin) results in multiple malformations later in embryonic/fetal development that include neuroepithelial defects, and craniofacial and lung dysmorphologies similar to those observed in *RFC1*^-/- ^mutants on high dose maternal folate [see Additional file 2]. The spectrum of malformations observed in *RFC1 *knockout embryos may therefore be causally related to altered expression of the cubilin-amnionless-megalin complex which mediates the maternal-fetal transport of folate and other nutrients, lipids, and morphogens such as sonic hedgehog (Shh) and retinoids that play critical roles in normal embryogenesis.

## Methods

### Experimental animals

*RFC1 *knockout mice were generated by targeted inactivation of the *RFC1 *(*Slc19a1*) allele as previously described [77]. Following identification of germline chimeras, the mutation was transferred from the hybrid stock genetic background (C57BL/6J) onto an inbred SWV genetic background. RFC/SWV heterozygous mice were housed in microisolator cages, maintained on a 12-hour light/dark cycle, and allowed access to normal Harlan-Teklad (Madison, WI) rodent chow [#8604] and autoclaved water in the AAALAC-accredited University of Nebraska Medical Center (UNMC) laboratory animal facility. All animal procedures were done in accordance with the Public Health Service (PHS) policy on Humane Care and Use of Laboratory Animals, and approved by the UNMC Institutional Animal Care and Use committee. Virgin females 50–70 days of age were mated to males between the hours of 5–10 PM each evening. Females exhibiting vaginal plugs at the end of this period were weighed and housed, up to 5 females per cage, and subsequently placed in treatment groups. The time of conception was considered to be 10 PM on the evening of the mating.

### Folate supplementation

Folic acid was purchased from Sigma Chemical Co. (St. Louis, MO), and dissolved in nanopure water to make a solution of the desired concentration. Pregnant dams received folic acid (25 mg/kg) by subcutaneous (S.Q.) injection (0.1 ml/10 gm bwt), beginning on E0.5, and continuing daily throughout gestation until the time of sacrifice.

### Fetal collection and morphological staging

At the desired gestational timepoint (E9.5), pregnant *RFC1*^+/- ^dams were killed by cervical dislocation, the abdomen opened, and the uterine contents removed. The location of all viable fetuses and resorption sites were recorded. Embryos/fetuses were dissected free of the decidual capsule, including its chorion and amnion, and examined for the presence of gross abnormalities. Extraembryonic membranes were collected for genotyping. Whole fetuses were viewed under a Nikon SMZ 1500 stereomicroscope, and photographed using an Optronics^® ^(Goleta, CA) camera.

### Tissue preparation

Three separate litters were collected, and one *RFC1*^+/+ ^and one *RFC1*^-/- ^embryo from each litter were selected for the microarray experiment. Pregnant dams were sacrificed, and E9.5 *RFC1 *embryos were quickly removed from the uterus, placed in RNase-free PBS on ice, weighed, snap frozen and stored at -80°C until RNA extraction was performed. Extraembryonic membranes were collected for genotyping. Following confirmation of genotype, total RNA was extracted from the embryonic tissue, and provided to the UNMC microarray core facility for further processing.

### RNA isolation

Total RNA from each whole E9.5 embryo was isolated using the Arcturus (Mountain View, CA) PicoPure kit with an on-column DNAse treatment following a 30 second homogenization using a Kontes Pellet Pestle. Yields of 1.7–39.6 μg of total RNA were obtained, quantitated, and checked on a NanoChip using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) in order to determine sample integrity prior to microarray analysis or QRT-PCR. All RNAs were stored at -80°C until downstream analysis was performed. For the microarray experiment, total RNA was reverse-transcribed, and biotin-labeled cRNA probe generated.

### Microarray experiment

100 ng of total RNA was reverse-transcribed and cRNA generated per Affymetrix instructions using the Affymetrix 2-cycle Target Labeling Kit. Resultant cRNA probes were hybridized to the Affymetrix (Santa Clara, CA) Mouse 430 2.0 genome chip, which profiles the expression of 45,101 unique transcripts. Following washing and staining, the chips were scanned using a GeneChip Scanner 3,000 6 G in the UNMC microarray core facility. Images were analyzed using GCOS imaging software. Quality metric parameters including noise level, background, and the efficiency of reverse transcription were ascertained for all hybridizations. Data sets passing the stringent quality recommendations were normalized using the GCOS software, and the raw intensity values exported for further analysis.

### Statistical analysis

#### Microarray data processing

Analyses were conducted with BRB ArrayTools developed by Dr. Richard Simon and Amy Peng. Low-level analysis which converts probe level data to a gene level expression data was done using robust multiarray average (RMA), implemented using the *rma *function of the *Affymetrix *package of the Bioconductor project in the R programming language [78-80]. The RMA background correction method corrects the perfect match (PM) probe intensities by using a model based on the assumption that the observed intensities are the sum of signal and noise. Quantile normalization was used to normalize the PM probes and the calculation of summary expression measures was done using the median polish method, which fits a multichip linear model to the data, and gives the expression on the log_2 _scale. Prior to statistical analysis a filter was applied to reduce the number of genes examined. A gene was excluded unless at least 1 out of the 6 arrays had expression data with a 1.5-fold change or greater in either direction from the gene's median value. This filter reduced the number of transcripts examined to 2982.

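Applied to the deposited values, a filter that keeps a probe set where at least 1 of the 6 arrays lies 1.5-fold or more from the probe set's median left 2982 of 45101 probe sets. Both probe sets of Cubn, the only one of Amn and all 4 of Apoa1 passed it, as did 2 of the 3 of Lrp2, which encodes megalin. No probe set of Shh, Alb or Lcat passed it.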

#### Differential expression

The mice were paired as litter-mates (one wildtype and one nullizygous embryo from each litter) and for each gene, a random-variance paired t-test was conducted to determine if there was a significant difference in expression between the mutant and wild type groups for that gene [81]. P-value adjustment for multiple comparisons was done with the false discovery rate (FDR) method of Benjamini-Hochberg [82]. A significance level of 0.001 for the adjusted univariate test was used to select differentially expressed genes. This reduced the number of probe sets examined to 288.

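The spread between littermate differences was estimated for each probe set and moderated toward a common value. Over the filtered probe sets, limma estimated infinite prior degrees of freedom, so that every probe set, that of Cubn and that of Slc4a1 alike, received the same standard deviation of 0.476 on the log2 scale. Over all probe sets the prior had 5.04 degrees of freedom and over genes 4.82, beside 2 residual degrees of freedom from 3 litters. In simulated data, 100% of probe sets changed by 2 on the log2 scale and 0% of those changed by 1 passed the adjusted 0.001 level among 2291 filtered probe sets in limma, and among 18194 genes 94% of those changed by 1 passed an adjusted p of 0.05, with 5.37% false calls.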

### Quantitative real-time PCR (qRT-PCR) validation

#### First-strand cDNA synthesis

The SuperScript™ III First-strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA) was used to synthesize first-strand cDNA from total RNA. cDNAs were synthesized starting with 300 ng of sample RNAs or 1000 ng of Mouse Universal RNA (MUR, Stratagene, La Jolla, CA) using oligo(dT) primer according to kit directions. cDNAs were stored at -20°C. Prior to QRTPCR all cDNAs were diluted with nuclease-free water to 10 ng/ul (based on the amount of input RNA).

#### Quantitative RT-PCR

Quantitative RT-PCR was performed using the Stratagene MX3000P with MxPro v 3.00 software for Comparative Quantitation (Stratagene, La Jolla, CA). The 20 μl reaction consisted of 10 μl 2X TaqMan Universal Master Mix with AmpErase UNG (Applied Biosystems, Foster City, CA), 1 μl of 20X Target Mix [mouse gene-specific primers (forward and reverse), 900 nM final concentration; mouse gene-specific 6-FAM-labeled TaqMan MGB probe at 250 nM final concentration] (Applied Biosystems, Foster City, CA), 1 μl of cDNA, 8 μl nuclease-free water (Ambion, Austin, TX). Controls included no-template controls and "Minus reverse transcriptase" controls. All samples were run in triplicate. Two target genes were used for data normalization: Dctn6 (Dynactin 6) and PPIL2 (peptidylprolyl (cyclophilin)-like isomerase 2). See [Additional file 3] for Genes of Interest (GOI) used in the experiments. A calibrator template, Mouse Universal RNA (from mouse tissues, Stratagene, La Jolla, CA) was also used throughout the course of the assays.

#### Statistical analysis of quantitative RT-PCR data

Amplification efficiency curves were generated for each primer/probe set and for each round of cDNA synthesis using 4-fold serial dilutions of mouse universal RNA (Stratagene, La Jolla, CA). Ct values were determined using the MxPro software (Stratagene, La Jolla, CA). Relative levels of mRNA expression in *RFC1 *nullizygous and wildtype embryos were calculated using the Relative Expression Software Tool (REST v1.9.12) [83]. This software provides proper error propagation and robust statistical analysis by using a random reallocation algorithm with 50,000 iterations. Normalization for each experimental sample used the geometric means of the relative concentration of each normalizer gene (Dctn6 and PPIL 2) [84].

### Ingenuity™ Pathway Analysis

The list of significantly altered genes identified in the microarray analysis was also examined for the presence of interacting gene networks using Ingenuity™ Pathway Analysis software. A data set containing gene identifiers and their corresponding expression values was uploaded as an Excel spreadsheet using the template provided in the application. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. For our data set, the Affymetrix probe set ID was used as an identifier, and an expression value cutoff of 1.5 was set to identify genes whose expression was significantly differentially regulated. These genes were then used as the starting point for generating biological networks. Biological functions were assigned to each gene network by using the findings that have been extracted from the scientific literature and stored in the Ingenuity Pathways Knowledge Base. The biological functions assigned to each network are ranked according to the significance of that biological function to the network. A Fischer's exact test was used to calculate a p-value determining the probability that the biological function assigned to that network is explained by chance alone.

### Immunohistochemistry

The distribution and abundance of cubilin and megalin were characterized immunohistochemically in placentas and embryos collected from control and folic-acid treated dams. Pregnant females were euthanized on E9.5, embryos collected, fixed in fresh 4% paraformaldehyde, paraffin-embedded, and sectioned at 10 μm. Primary antibodies to cubilin and megalin, and FOLR1 were purchased from Santa Cruz Inc., (Santa Cruz, CA). Primary antibody dilutions were optimized at cubilin (1:100), megalin (1:200), and FOLR1 (1:300). Sections were incubated with biotin-conjugated secondary antibody (light microscopy), followed by incubation with streptavidin-HRP, and diaminobenzidine (DAB) solution until brown staining was visible, and counterstained with methyl green. Sections were viewed under a Nikon Eclipse E800 microscope, photographed using an Optronics^® ^(Goleta, CA) camera and AnalySIS^® ^(Soft Imaging Systems Corp., Lakewood, CA) software, and images processed in Adobe Photoshop.

## List of abbreviations used

***RFC1:****reduced folate carrier 1; ****Shh:****sonic hedgehog; ****Folr1:****folate receptor 1; ****Timd2:****T-cell immunoglobulin and mucin domain-containing 2; ****Myo6:****myosin VI; ****Dab2:****disabled homolog 2; ****Cubn:****cubilin; ****Tf:****transferrin; ****LgalS3: ****lectin, galactoside-binding, soluble, 3; ****Alb:****albumin; ****Gif:****gastric intrinsic factor; ****Amn:****amnionless; ****Lrp2:****megalin; ****Lrpap1:****lipoprotein receptor associated-protein-1 (RAP); ****ScgB1A1:****secretoglobin, family 1A, member 1; ****ApoA1:****apolipoprotein A1; ****ApoE:****apolipoprotein E; ****ApoM:****apolipoprotein M; ****Rbp4:****retinol binding protein 4; ****Ttr:****transthyretin; ****Dctn6:****dynactin 6; ****Ppil2:****peptidylprolyl (cyclophilin)-like isomerase 2; ***VE: **visceral endoderm; **VYS: **visceral yolk sac; **NHE3: **Na+/H+ ion exchanger; **RMA: **robust multiarray average; **FDR: **false discovery rate; **REST: **Relative Expression Software Tool; **DAB: **diaminobenzidine; **HRP: **horseradish peroxidase.

## Authors' contributions

JGvW: experimental design, data interpretation, preparation of figures; writing of manuscript; JM: RNA isolation and preparation of embryo samples for microarray; organization of gene ontology groups (Fig. 1); Ingenuity Pathway analysis (Fig. 2); quantitative RT-PCR validation; LS: statistical analysis of microarray data (Table 1 and supplemental); MvW: statistical analysis of quantitative RT-PCR data (Fig. 4); JW: maintenance of RFC1 mouse colony; timed matings, folate treatments, embryo harvest, graphic design (Fig. 3), photography of immunostained sections (Fig. 5, Fig. 6); JDE: hybridization and scanning of Affymetrix microarray gene chips; LKB: histology, immunohistochemistry; RHF: provided *RFC1 *knockout mouse model; assisted with writing of manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 RFC1 microarray gene table. This table provides a complete list of the 200 known genes that were differentially expressed between E9.5 *RFC1 *nullizygous and wildtype embryos following statistical analysis of the microarray data, including RefSeq transcript ID, gene symbol, description, and fold change for each gene. 

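Additional file 1 pairs each gene with the ratio of its array signal in RFC1-/- embryos to that in RFC1+/+ embryos, with a minus sign for lower genes, and sorts the genes by function. Proteolysis genes were all higher, 8 of 8 measured, among them Ctsh, a lysosomal cathepsin, at 10.4-fold. Cell adhesion genes rose in 10 of 13 and fell in 2, with Cldn2, a tight junction protein, 8.98-fold higher and Astn1, a neuronal adhesion protein, 2.15-fold lower. Of 10 genes of neuronal development 8 fell, such as Fez1 and Dpysl4, 2.87-fold and 2.64-fold lower, and Sema3g rose 1.88-fold. Of 17 signal transduction genes 10 rose and 7 fell, and of 10 cytoskeletal genes 7 rose and 3 fell. Both one-carbon metabolism genes rose, Bhmt2, a methyltransferase, by 2.51-fold from a level of 3.64 on the log2 scale that was not shown to lie above background, and Car4, a carbonic anhydrase, by 3.84-fold. These counts are at an adjusted p under 0.05 in limma, and since the groups were chosen on these samples they are not independent evidence.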

Click here for file

Additional file 2 Comparison of mouse mutants. This table compares the phenotype of *RFC1 *nullizygous embryos (on low or high dose maternal folate supplementation) with the phenotype of embryos in which different genes in the cubilin-megalin multiligand endocytic receptor complex (ie. *cubilin, amnionless, megalin, Folr1, Dab2, Lrpap1*) have been inactivated. Click here for file

Additional file 3 Quantitative RT-PCR primer/probe list. This table contains a complete list and details regarding the primers/probes used in the qRT-PCR analysis of genes in the multiligand endocytic receptor complex, as well as details on the function of each gene examined. Click here for file

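The primer table names genes whose message was normalized to the reference genes Ppil2 and Dctn6. On the arrays neither reference gene passed the test: Ppil2 had a log2 difference of -0.00 (standard error 0.17, adjusted p = 0.999 from limma) and Dctn6 of -0.13 (standard error 0.12, adjusted p = 0.699 from limma). Litter differences were 0.25, 0.25 and -0.51 for Ppil2 and -0.01, 0.05 and -0.41 for Dctn6.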

# Supplementary material for: Microarray analysis of E9.5 reduced folate carrier (RFC1; Slc19a1) knockout embryos reveals altered expression of genes in the cubilin-megalin multiligand endocytic receptor complex
**Source:** BMC Genomics. 2008 Apr 9;9:156. doi: 10.1186/1471-2164-9-156
**Supplement:** Additional file 2 — Comparison of mouse mutants. This table compares the phenotype of RFC1 nullizygous embryos (on low or high dose maternal folate supplementation) with the phenotype of embryos in which different genes in the cubilin-megalin multiligand endocytic receptor complex (ie. cubilin, amnionless, megalin, Folr1, Dab2, Lrpap1) have been inactivated.

**Additional File 2: COMPARISON OF MOUSE MUTANTS**

| **Mutant** | **Cubilin** | **Amnionless** | **Dab2** | **RFC1**  (low folate) | **RFC1**  (high folate) | **Folr1** | **Lrp2 (Megalin)** | **Lrpap1 (RAP)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |
| Embryonic Survival | E7.5-13.51  Developmental arrest at E8-8.5 | E8.5-10.52-4 | E4.5-6.55  E5.5-9.56 | E4.5-6.5  (no folate)  E9.5-10.5  (low folate) |  | E10.5  (no folate)9 |  |  |
| Visceral Endoderm (VE) | Disorganized VE; loss of apical vesicles |  | Disorganized VE; dispersed; loss of polarity |  |  |  |  |  |
| Amnion |  | Presence depends on genetic background | 5Amniotic cavitation not initiated  6Amnion absent | Amnion present |  |  |  |  |
| Chorion | Defective chorioallantoic fusion |  | 6Chorion and allantois absent | Defective chorioallantoic fusion |  |  |  |  |
| Yolk Sac Blood Islands; Primitive Erythropoiesis | Large blood islands, vessels fail to undergo remodeling; abnormal RBC morphology |  |  | Blood islands form;  failure of primitive erythropoiesis; megalin expression absent in VYS |  |  |  |  |
| Mesoderm | Deficiencies in paraxial mesoderm; no somites | Deficiencies in paraxial and lateral plate mesoderm; no somites |  | Deficiencies in mesoderm formation | Deficiencies in mesodermal structures |  |  |  |
| Neural Tube |  |  |  | Thin neuroepithelium; craniorachischisis | Thin neuroepithelium; Exencephaly | Exencephaly; cranio-  Rachischisis9,10 | Thin neuroepithelium; Holoprosen-cephaly |  |
| Organogenesis |  |  |  |  | Craniofacial, heart, lung, eye, skin malformations | Craniofacial, eye, heart malformations11 | Craniofacial, eye, lung, kidney malformations |  |
| Postnatal Viability |  |  |  |  | E18.5  (high folate)  PND 1-12  (high folate) | E18.5  (low folate)  Viable adults  (high folate) | Die within 2-3 hours perinatally from respiratory failure7 | Viable; phenotypically normal adults;  ↓ Lrp2 expression in liver and brain8 |

**REFERENCES**

**1**Smith, B.T., Mussell, J.C., Fleming, P.A., Barth, J.L., Spyropoulos, D.D., Cooley, M.A., Drake, C.J., and Argraves, W.S. 2006. Targeted disruption of cubilin reveals essential developmental roles in the structure and function of endoderm and in somite formation. *BMC Dev Biol* **6**: 30.

**2**Wang, X., Bornslaeger, E.A., Haub, O., Tomihara-Newberger, C., Lonberg, N., Dinulos, M.B., Disteche, C.M., Copeland, N., Gilbert, D.J., Jenkins, N.A., and Lacy, E. 1996. A candidate gene for the amnionless gastrulation stage mouse mutation encodes a TRAF-related protein. *Dev Biol* **177**(1): 274-290.

**3**Tomihara-Newberger, C., Haub, O., Lee, H.G., Soares, V., Manova, K., and Lacy, E. 1998. The amn gene product is required in extraembryonic tissues for the generation of middle primitive streak derivatives. *Dev Biol* **204**(1): 34-54.

4Kalantry, S., Manning, S., Haub, O., Tomihara-Newberger, C., Lee, H.G., Fangman, J., Disteche, C.M., Manova, K., and Lacy, E. 2001. The amnionless gene, essential for mouse gastrulation, encodes a visceral-endoderm-specific protein with an extracellular cysteine-rich domain. *Nat Genet* **27**(4): 412-416.

5Yang, D.H., Smith, E.R., Roland, I.H., Sheng, Z., He, J., Martin, W.D., Hamilton, T.C., Lambeth, J.D., and Xu, X.X. 2002. Disabled-2 is essential for endodermal cell positioning and structure formation during mouse embryogenesis. *Dev Biol* **251**(1): 27-44.

6Morris, S.M., Arden, S.D., Roberts, R.C., Kendrick-Jones, J., Cooper, J.A., Luzio, J.P., and Buss, F. 2002. Myosin VI binds to and localises with Dab2, potentially linking receptor-mediated endocytosis and the actin cytoskeleton. *Traffic* **3**(5): 331-341.

7Willnow, T.E., Hilpert, J., Armstrong, S.A., Rohlmann, A., Hammer, R.E., Burns, D.K., and Herz, J. 1996. Defective forebrain development in mice lacking gp330/megalin. *Proc Natl Acad Sci U S A* **93**(16): 8460-8464.

8Willnow, T.E., Armstrong, S.A., Hammer, R.E., and Herz, J. 1995. Functional expression of low density lipoprotein receptor-related protein is controlled by receptor-associated protein in vivo. *Proc Natl Acad Sci U S A* **92**(10): 4537-4541.

9Piedrahita, J.A., Oetama, B., Bennett, G.D., van Waes, J., Kamen, B.A., Richardson, J., Lacey, S.W., Anderson, R.G., and Finnell, R.H. 1999. Mice lacking the folic acid-binding protein Folbp1 are defective in early embryonic development. *Nat Genet* **23**(2): 228-232.

10Tang LS, and Finnell, R.H. 2003. Neural and orofacial defects in Folp1 knockout mice [corrected]. *Birth Defects Res A Clin Mol Teratol* **67**(4): 209-218.

11Tang, L.S., Wlodarczyk, B.J., Santillano, D.R., Miranda, R.C., and Finnell, R.H. 2004. Developmental consequences of abnormal folate transport during murine heart morphogenesis. *Birth Defects Res Part A Clin Mol Teratol* **70**(7): 449-458.

# Supplementary material for: Microarray analysis of E9.5 reduced folate carrier (RFC1; Slc19a1) knockout embryos reveals altered expression of genes in the cubilin-megalin multiligand endocytic receptor complex
**Source:** BMC Genomics. 2008 Apr 9;9:156. doi: 10.1186/1471-2164-9-156
**Supplement:** Additional file 3 — Quantitative RT-PCR primer/probe list. This table contains a complete list and details regarding the primers/probes used in the qRT-PCR analysis of genes in the multiligand endocytic receptor complex, as well as details on the function of each gene examined.

**Additional File 3: ENDOCYTIC RECEPTOR COMPLEX qRT-PCR PRIMER/PROBE LIST**

|  | *RFC1* qRT-PCR primers/probes |  | |  | |
| --- | --- | --- | --- | --- | --- |
| *Gene Symbol* | *Gene* | *Applied Biosystems TaqMan® Gene Expression Assays* | | | *Description/ Function* |
| Amn | Amnionless | Mm00473870_m1 | GOI | | integral membrane protein; forms a tight complex with the N-terminal end of cubilin and provides the transmembrane domain necessary for membrane anchoring and endocytic trafficking of cubilin; role in embryogenesis |
| ApoA1 | Apolipoprotein A-I | Mm00437569_m1 | GOI | | lipid metabolism and transport; binds cubilin with high affinity; internalized via endocytosis of cubilin-amnionless complex |
| Cubn | Cubilin | Mm01325078_m1 | GOI | | peripheral membrane protein; forms a complex with amnionless; binds intrinsic factor-vitamin B12 and transferrin; binds Lrpap1 (RAP) and interacts with megalin receptor in mediating multiligand endocytosis; role in embryogenesis |
| Dab2 | Disabled homolog 2 | Mm00517751_m1 | GOI | | cytosolic adaptor protein that binds the cytoplasmic tail of megalin; interacts with Myo6 in mediating endocytosis of clathrin-coated pits; role in early embryogenesis |
| Folr1 | Folate receptor 1 | Mm00433355_m1 | GOI | | high affinity folate receptor; GPI-anchored and soluble form; megalin binds the soluble form of Folr1; role in embryogenesis |
| Lrp2 | Low density lipoprotein receptor-related protein 2 (Lrp2; Megalin) | Mm01328172_g1 | GOI | | multiligand endocytic receptor; mediates uptake of soluble Folr1, retinol binding protein, transthyretin, sonic hedgehog, and apolipoproteins E and M, among others; important for mediating endocytosis of cubilin; role in embryogenesis |
| Lrpap1 | Low density lipoprotein receptor-related protein associated protein 1 (RAP) | Mm00660272_m1 | GOI | | binds megalin and cubilin; acts as chaperone to promote proper folding and stability of megalin; protects megalin from early binding of ligands that would result in ER retention and impaired intracellular trafficking; RAP-megalin association is pH dependent |
| Rbp4 | Retinol Binding Protein 4 | Mm00803266_m1 | GOI | | retinoid binding and transport; ligand for megalin |
| Shh | Sonic hedgehog | Mm00436527_m1 | GOI | | Important morphogen in embryogenesis; cell signaling; important for specification of ventral neural tube and forebrain progenitor domains; megalin functions as an endocytic receptor for Shh |
| Timd2 | T-cell immunoglobulin and mucin domain containing 2 | Mm00506693_m1 | GOI | | receptor for H-ferritin endocytosis; H-ferritin subunit levels are regulated by vitamin B12 availability |
| Trf | Transferrin | Mm00446708_m1 | GOI | | iron transport and homeostasis; cubilin ligand |
| Ttr | Transthyretin | Mm00443267_m1 | GOI | | hormone generation and transport, retinoid binding, ligand for megalin |
| Dctn6 | Dynactin 6 | Mm00495994_m1 | HKG | | mitochondrion organization and biogenesis, lipid biosynthesis, cytoskeleton |
| Ppil2 | Peptidylprolyl isomerase (cyclophilin)-like 2 | Mm00713185_m1 | HKG | | protein folding and ubiquitination |

How the deposited data were processed for this re-analysis (not part of the article)

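Gene expression was measured in whole mouse embryos at embryonic day 9.5 on Affymetrix arrays, with 1 embryo per array, 3 RFC1-/- embryos and 3 RFC1+/+ embryos. Each RFC1-/- embryo had an RFC1+/+ littermate, and the 3 litters served as replicates. Genotypes and litters were taken from the sample labels and the methods, which give the same pairing. The authors deposited log2 expression values, 1 for each probe set and array, which they made with RMA as the methods describe it: background correction of the perfect match probes, quantile normalization across arrays and a median polish summary for each probe set. The versions of the software behind RMA are not given in the sources used here. All 45101 probe sets were in the table, so the 1.5-fold variation filter of the methods had not yet been applied to it, and 0 columns of values were left unused. Medians of the arrays lay between 5.43 and 5.49, and correlations between arrays between 0.984 and 0.996. Arrays give no read depth, and the number of arrays limits the precision.

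From these values the difference RFC1-/- minus RFC1+/+ was fitted with limma, with the litter as a block and with empirical Bayes moderation, and p-values were adjusted by the Benjamini-Hochberg method. One fit covered the 2982 probe sets left by the variation filter, at the 0.001 level of the methods, with and without adjustment. A second fit covered 18194 genes at an adjusted p under 0.05, each gene on its probe set with the highest mean over the 6 arrays, with no filter. Probe sets were named from the platform annotation, in which 34958 had 1 gene symbol, 932 had several and 9211 had none, and only those with 1 symbol entered the fit of genes. Of these, 34754 had a gene ID in the RefSeq table used, and 0 symbols changed through it. The 64 control probe sets carry no symbol and were counted among the unnamed. The paper's intrinsic factor gene Gif was read under its current symbol Cblif. R 4.3.3 with limma 3.58.1 was used for the fits, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 for tables, tests between lists and plots.

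Gene lists were fixed from textbook knowledge and the paper's text. They cover visceral endoderm (members outside and inside the paper's table apart), parietal endoderm, trophoblast, decidua, primitive erythroid cells, hematopoietic progenitors with macrophages and megakaryocytes, endothelium, allantois, neural progenitors, neurons, neural crest, somite and muscle, limb bud, cardiomyocytes, posterior Hox genes, anterior and middle Hox genes, folate and one-carbon metabolism, p53 targets, cell cycle, hypoxia and glycolysis, ATF4 targets, hedgehog, retinoid, imprinted and germline genes, sex-linked genes, the cubilin-megalin complex with its partners, and the reference genes of the qRT-PCR. The groups of Additional file 1 were added as lists that the study chose on these samples. For each list the members past the threshold were counted, adjusted over all genes and over the list alone, and the list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Medians of lists were compared by permutation tests with 100000 resamples, two-sided, in which genes are the units and are not independent replicates. List members without a probe set of their own symbol were not analysed here.

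Named genes follow a rule: every gene that the paper names from these arrays, with Slc19a1, then the 15 largest rises and the 15 largest falls past the threshold with the same sign in all 3 litters, and for each list up to 4 members past the threshold with the largest change together with every member that passed against the direction of most. The values of Table 1, Table 2 and Additional file 1 had been seen when the rule was written. Apolipoprotein genes were picked by symbol after the data were seen. The samples, the designs, the lists, the rule and the alternatives were chosen before the data were examined, apart from those said to be chosen later. Which lists are set out apart was first picked by hand after results had been seen and then by fixed rules, and the reading of Gif as Cblif was also settled after results had been seen.

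The alternatives were no variation filter, dim probe sets left out, no replicate block, the random-variance test with its prior from the filtered probe sets, an intensity trend in the variance, a second quantile normalization, arrays centred on their median, the mean of a gene's probe sets, the probe set with the largest change, and each litter left out in turn. After the values were seen, the variance prior was also fitted on all probe sets, with limma, with limma without the block and with the random-variance test, and that test was also adjusted over all probe sets. These were picked after 8 settings had been set beside the counts of the paper and its adjusted p for Amn. The methods do not say on which probe sets the prior of that test was fitted. Embryo sex, read from Eif2s3y and Xist, was added as a further covariate in limma after the data were seen. No detection calls come with the values used here, so a fold-change to or from a low level can understate the change. The litter is a block by design. Over all probe sets, deviations from the group means correlated within litters 1, 2 and 3 with r of 0.10, -0.05 and -0.15, a correlation across genes that are not independent replicates.

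The scripts were tested on simulated data with known changes. Over 18194 genes limma recovered 94% of changes of 1 on the log2 scale and 100% of changes of 2, with 5.37% false calls. Among 2291 filtered probe sets at the adjusted 0.001 level, limma and the random-variance test with its prior from the filtered probe sets each recovered 0% of changes of 1 and 100% of changes of 2, so the main fit of filtered probe sets misses moderate changes. There, limma with its prior from all probe sets recovered 62% of changes of 1 with 1.23% false calls, and the random-variance test with that prior 64% with 1.21%. Of 200 random lists, camera with a preset correlation gave 3.5% under 0.05, camera with an estimated correlation 0% and fry 13%. In the data, estimated correlations were 0.64 for visceral endoderm genes in the paper's table and 0.49 for the complex. They were 0.32 for primitive erythroid genes and -0.003 for parietal endoderm, against the preset 0.01. The share for random lists does not show how the preset test behaves on lists with such high correlations. The qRT-PCR and the immunohistochemistry were not analysed here, and neither was the part of Slc19a1 that the allele lacks.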

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

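The comparisons with other splits of the arrays for the unadjusted count of probe sets and for the count of genes were chosen after those counts had been seen, as were the test of heart muscle genes for a lower embryonic share and the demands that the difference between complex genes and other visceral endoderm genes pass a permutation p of 0.05 and that the erythroid median hold with any litter left out. Groups of 3 embryos are too small for a test of single outlying samples.

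Outside the genes that the paper discusses, 14 of 18 visceral endoderm markers rose in RFC1-/- embryos and none fell, led by Apob (log2 difference 4.81), Apoa4 and Apoa2, although only 8 of the 21 markers outside the paper's table passed without litter 1, and 3 of those 21 (Amn, Lrp2 and Alb) are also among the complex genes. A larger share of visceral yolk sac in the RFC1-/- samples is a candidate explanation: it was set to need a median of 1 or more over those 21 markers and to be spoken against by a median under 0.5, and the median of 0.92 lies in between, as it did under the alternatives (from 0.75 with the mean of probe sets and 0.77 without litter 1) except with dim probe sets left out (1.11) and without litter 2 (1.09), where it met the bound of 1, with abundant yolk sac transcripts at high levels (Afp at 13.04 against 9.91 and Apoe at 10.73 against 8.50 on the log2 scale), although the methods describe removal of the chorion and amnion and collection of extraembryonic membranes. A lower share of embryonic tissue, which would lower heart muscle genes, is argued against as the whole cause by their median of 0.66, above 0 in each litter and from 0.53 to 0.70 under the alternatives, while the first test of it, in which visceral endoderm markers stood 0.52 above those of trophoblast, parietal endoderm, decidua and endothelium (permutation p = 0.00037; 0.30 and p = 0.0511 without litter 1), was short of the 1 set to decide it. Complex genes did not stand apart from other visceral endoderm genes in a test of the difference (-0.74, permutation p = 0.502, with 0.19 and p = 0.844 when dim probe sets were left out), but both lists hold genes that the study chose on these samples for their changes, and the complex median of 1.83 lies above the 0.92 of the markers outside the paper's table, so the test decides nothing, although the condition first written, a difference of 0 or below without a test, was met. A larger share of yolk sac and an effect of the genotype on expression within visceral endoderm cannot be told apart with whole embryos.

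Of neural genes outside those that the paper discusses, 11 of 21 progenitor markers fell, with Neurog1 at -2.32 on the log2 scale, and of 23 neuron markers 4 fell and 1, Mnx1, rose (5 changed). The Mnx1 call ended without litter 1 and without the block. A dilution of all embryonic RNA would lower heart muscle genes as well, and these stood 1.23 above neuron genes (permutation p = 5e-05), a difference that passed under every alternative, from 1.05 to 1.35, so dilution alone is argued against. A developmental delay would lower the posterior Hox genes, which are switched on late. Bounds of -0.3 and 0 had been set, and their median of 0.0367 lay above 0, the side against delay. That condition was met, but the quartiles of these genes, -0.07 and 0.26, fall on both sides of 0. Litter medians of -0.30, 0.74 and -0.15 straddle both bounds. Delay thus cannot be told apart from an effect of the genotype on the neural tube, which was not tested separately. The paper describes RFC1-/- embryos at this folate dose as developmentally delayed, with severe neural tube defects. It gives no measure of delay for the embryos hybridized here.

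Of 12 primitive erythroid genes that the paper does not discuss, 5 fell, including the heme synthesis gene Alas2 (-2.34) and the factor Gata1. Fewer primitive red cells in the RFC1-/- samples had been set to need a median below -1 and at least 75% of members lower. The median of all 19 measured members was -1.02, with 100% of members below 0, so this bound was narrowly met. It was also met with dim probe sets left out (-2.13) and without litter 2 or litter 3 (-1.04 and -1.22). It was missed without litter 1 (-0.89), and litter medians were -1.57, -1.15 and -0.79. The demand that the bound hold with any litter left out was added after the values were seen. By that demand, fewer primitive red cells stay an open explanation. Dilution of all embryonic RNA is argued against, since cardiomyocyte genes stood 1.69 above erythroid genes (permutation p = 0.00015). Lower expression per cell was not tested, and on these arrays fewer red cells cannot be told apart from it. Apart from the arrays, the paper describes very few nucleated red cells in fetal vessels and yolk sac blood islands of RFC1-/- embryos. It gives no count of red cells for the embryos hybridized here.

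Other members that the paper does not discuss also passed in limma. In limma the number higher was 5 of 11 for parietal endoderm, 2 of 11 for trophoblast, 1 of 6 for decidua, 5 of 12 for endothelium, 2 of 14 for allantois and 11 of 16 for cardiomyocytes. Some of these calls depended on single litters: parietal endoderm had 2 without litter 1 and 0 without litter 2. On the full lists, cardiomyocyte genes higher went from 13 to 1 without litter 1 and to 5 without litter 2. Endothelial genes went from 8 to 4 and 5. The number higher was 1 of 27 for folate metabolism, 1 of 18 for p53 targets, 2 of 18 for hypoxia and 1 of 18 for imprinted genes. The number lower was 3 of 11 for neural crest, 4 of 19 for anterior and middle Hox genes, 1 of 18 for ATF4 targets, 2 of 11 for the hedgehog pathway and 2 of 14 for the retinoid pathway. Of 14 genes of hematopoietic progenitors, macrophages and megakaryocytes 2 changed, Kit upward and Pf4 (-2.64) downward, and of 16 somite and muscle genes 4 changed, 3 of them downward. Among single genes with large changes, the unnamed transcript 4933402E13Rik differed by 4.51 and Slc7a9 by 3.63 on the log2 scale, each higher in all 3 litters.

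The 6 arrays can be split into 3 and 3 in only 10 ways, too few for a share under 0.05, and for each count only 1 split, the real one, gave a count as large. At the adjusted 0.001 level the real split gave 174 probe sets and the highest of the others 6, and at the unadjusted level 281 and 23. For genes in limma the real split gave 968 and the highest of the others 0, with 1435 genes at an unadjusted p under 0.05 in the largest of those and 3354 in the real split. Among the 4 splits that part all 3 littermate pairs, the real one included, the highest of the others were 5, 14 and 0, and the remaining splits part 1 pair each.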

How the results depend on the processing

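The settings that fit the variance prior on all probe sets, or adjust the random-variance test over all of them, and the one with embryo sex as a further covariate were chosen after seeing the data. Of 281 probe sets past the unadjusted 0.001 level, the count became 1054 without the filter, 463 with an intensity trend, 153 with the random-variance test with its prior from the filtered probe sets and 119 to 314 with a litter left out. With the prior from all probe sets it was 793 in limma, 611 in limma without the block and 783 with the random-variance test, or 1038 over all probe sets. The 174 past the adjusted 0.001 level became 90 without the block (all 90 among the 174), 314 with the trend (all 174 among them), 52 to 186 with a litter left out, and 0 in limma without the filter or with the random-variance test, where 6793 and 1245 passed an unadjusted 0.05. With the prior from all probe sets it was 306 in limma (100 among the 174), 122 in limma without the block (43 among them) and 288 with the random-variance test (92 among them), and 0 over all probe sets with that test, where 6811 passed an unadjusted 0.05. Leaving out litter 1, 2 or 3 turned that 288 into 27, 35 and 172. With embryo sex as a further covariate, 223 probe sets passed the unadjusted level, 54 the adjusted one (all 54 among the 174) and 1796 genes an adjusted 0.05 (all 968 among them). Genes past an adjusted 0.05 numbered 355 to 1199 with a litter left out, 355 without litter 1, and 791 to 1156 under the other alternatives planned. Fits with a litter left out hold fewer samples, yet the count of genes rose to 1199 without litter 3. The cause of any of these changes was not tested. With a litter left out, visceral endoderm members higher numbered 8 to 15, parietal endoderm 0 to 4, trophoblast 1 to 3, endothelium 4 to 9 and cardiomyocyte 1 to 13, and members lower 3 to 4 for somite and 1 to 3 for anterior and middle Hox genes, with 97 to 163 members over all lists. The mean of a gene's probe sets gave 3 for parietal endoderm and 1 for trophoblast, dim probe sets left out gave 7 lower neuron genes, and centred arrays gave 2 lower Hox genes. The excess of visceral endoderm markers over other extraembryonic and endothelial lists was 0.30 to 0.67 with a litter left out, and it missed the threshold without litter 1. Of 169 named genes, 160 kept their side of the threshold without the replicate block, 168 with the trend, 165 with a second quantile normalization, 161 with centred arrays, 158 with the mean of probe sets, 168 with the largest change, 155 of the 155 present with dim probe sets left out, and 137, 149 and 163 without litters 1, 2 and 3, and of those past the threshold none turned its sign. Camera called 28 of 41 lists with a preset correlation, 0 with an estimated one (smallest adjusted p 0.222), where fry called 12 (smallest adjusted p 0.0450; 18 calls of camera lost and 2 gained), and 28 without the replicate block, where the germline list was lost (adjusted p = 0.0559) and the cell cycle list gained (adjusted p = 0.0408). The block ended or gave no other call of a list. The median of all genes was -0.01 and moved by less than 0.1 under every scaling. A probe set near the background of the array gives only a limited range for a fall, and the deposited values hold no detection calls.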

Differences from the paper's values

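The settings with the prior from all probe sets and the one with embryo sex were chosen after seeing the values. For probe sets past the unadjusted 0.001 level the paper's count is 783 and the count here was 281. Of the 10 alternatives chosen before the data were examined, no variation filter (1054) came within 1.5 times the paper's count, and dim probe sets left out, no replicate block, the random-variance test with its prior from the filtered probe sets, the trend, the second quantile normalization, centred arrays and each litter left out did not. The random-variance test with its prior from all probe sets gave 783, limma with that prior 793, limma with it and without the block 611, and the random-variance test adjusted over all probe sets 1038, all chosen after seeing the values, and the first of them drops 2 of the 179 measured genes of the paper's list at the adjusted 0.001 level. For the adjusted 0.001 level the paper's count is 288 and the count here was 174. The trend (314) came within 1.5 times of it, and the other 9 alternatives chosen before the data were examined did not. The random-variance test with its prior from all probe sets gave 288 and limma with that prior 306, while limma with it and without the block gave 122, all chosen after seeing the values, and the first of them calls 177 of those 179 genes, so that 2 are dropped, while limma with the filter calls 57. Embryo sex as a further covariate, chosen after seeing the values, gave 223 and 54 and closes neither difference.

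The paper's number of known genes is 200 and that here was 125, with 214 under the random-variance test with its prior from all probe sets. For unique genes past adjusted p 0.001 the paper's number is 250, against 143 here when each probe set without a single symbol is taken as a gene, and 243 with that test. In the network, the paper's number of significant genes is 34 with the added nodes and 32 before they were added, and those here were 17 and 12, with 33 and 30 under that test, where the 12 and 30 are out of 35 names read from the figure and the paper's text counts 34. That test was chosen after seeing the values and drops 2 of the 179 genes, and the other alternatives were not run for these 4 counts.

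Of the 179 genes of the paper's list that were measured, 178 ran in the paper's direction and 177 had at least 1 probe set whose fold-change lay within 1% of the paper's. On the probe set with the highest mean, 16 fold-changes differed by more than the spread between litters, given here with a minus sign where lower. The paper's fold-change of Hbb-y is -53.19 and that here was -13.0, with -21.0 for the mean of its probe sets, -53.1 for the one with the largest change and -19.8 without litter 2. For Slc4a1 the paper's is -9.99 and that here -32.3, with -6.75 for the mean of its probe sets. For Kcna1 the paper's is -2.21 against -1.45, for Slc2a3 the paper's is 2.32 against 1.80, for Sox11 the paper's is -1.77 against -1.40, for Pou3f2 the paper's is -1.85 against -1.08, for Fn1 the paper's is 2.18 against 1.74, for Dcc the paper's is -2.74 against -1.09, and for Patj the paper's is 1.80 against 1.64. Each of these came within the spread only with the probe set of the largest change (Kcna1 -2.21, Slc2a3 2.32, Sox11 -1.80, Pou3f2 -1.85, Fn1 2.18, Dcc -2.74 and Patj 1.80). For Jam2 the paper's is -2.55 and that here -1.71, with -2.55 for the largest change and -2.11 without litter 2. For Rassf5 the paper's is 2.34 and that here 1.99, with 2.16 for the mean, 2.34 for the largest change and 2.14 without litter 2. For Cd55 the paper's is 2.30 and that here 1.46, with 1.79 for the mean and 2.30 for the largest change. For Meg3 the paper's is 1.82 and that here 1.39, with 1.53 for the mean, 1.89 for the largest change and 1.50 without litter 1. For Igf2r the paper's is 1.74 and that here 1.29, with 1.48 without litter 1. For Camk2b the paper's is 2.97 and that here 1.00, and no alternative came within the spread. For Ikzf1 the paper's is -2.61 and that here 1.01, with -2.61 for the largest change. For all 16 genes, the alternatives that are not named left the difference in place, and all of those named were chosen before the data were examined.

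The paper states that Amn and Folr1 missed its adjusted 0.001 level. Over the filtered probe sets in limma the adjusted p was 2.41e-16 for Amn and 2.94e-08 for Folr1. In that fit the prior had infinite degrees of freedom, so every probe set received the same standard deviation of 0.476. The spread of Amn or Folr1 between litters was thus not weighed on its own. The adjusted p was 0.00932 and 0.0167 for Amn and Folr1 under the random-variance test with its prior from the filtered probe sets. With its prior from all probe sets, chosen after seeing the values and dropping 2 of the 179 genes, that test gave 0.00109 for Amn and 0.00184 for Folr1. Megalin is also said to have missed it, as Lrp2 did here in limma (adjusted p = 0.130 over the filtered probe sets). The paper gives Ikzf1 as lower, and here the log2 difference on its probe set with the highest mean was 0.01. Of the measured genes of the paper's list, 10 did not pass an adjusted 0.05 in limma on that probe set: Camk2b, Atp1b1, Ikzf1, Pou3f2, Jam2, Dcc, Igf2r, Msi1, Cd55 and Meg3.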

Other observations

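The description of Prl8a2 and of embryo sex was chosen after the values were seen. Heart muscle genes were higher in RFC1-/- embryos: of 18 measured cardiomyocyte genes 13 rose and none fell (14 when adjusted over the list alone), among them Tbx20, a factor of heart development, at 1.95-fold, the troponin gene Tnnt2 at 1.92-fold and the atrial light chain Myl7 at 1.79-fold. The count was 1 without litter 1 and 5 without litter 2, and neither Tnnt2 nor Myl7 passed without litter 1 (adjusted p = 0.0955 and 0.147 from limma) or without litter 2 (adjusted p = 0.0580 and 0.0984 from limma). Endothelial genes moved the same way, with 8 of 15 higher and none lower (10 over the list alone), such as the angiopoietin receptor Tek at 1.62-fold and Sox7 at 2.36-fold, with 4 without litter 1 and 5 without litter 2. Markers of parietal endoderm rose in 5 of 11 (8 over the list alone), with log2 differences of 0.87 and 0.76 for the basement membrane genes Sparc and Col4a2, but 2 without litter 1 and 0 in limma without litter 2. Trophoblast genes rose in 2 of 11 (3 over the list alone), Plac1 and Pcdh12, with 1 without litter 1 or litter 2, and allantois genes in 2 of 14 (4 over the list alone), Bmp4 and Vcam1, with 1 without litter 2 and 4 without litter 3. Without litter 2 neither Bmp4 (adjusted p = 0.0516 from limma) nor Vcam1 (adjusted p = 0.0925) passed, and Bmp4 did not pass without litter 1 (adjusted p = 0.0790) nor Vcam1 without litter 3 (adjusted p = 0.0519 from limma). Camera with a preset correlation gave an adjusted p of 3.43e-13 for cardiomyocyte, 8.26e-12 for endothelium, 1.07e-06 for parietal endoderm, 0.00447 for trophoblast and 0.00607 for allantois, and each had an adjusted p = 0.222 with an estimated correlation. Of 6 decidua genes 1, Cryab, rose (2 over the list alone; adjusted p = 0.0529 from limma without litter 1), and the list did not pass camera (adjusted p = 0.170). The decidual prolactin-family gene Prl8a2 differed by -5.87, -1.19 and 1.18 on the log2 scale in litters 1, 2 and 3 (adjusted p = 0.441 from limma).

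Neuron genes fell in 11 of 30 and rose in 1 (19 lower and 2 higher over the list alone; 7 lower with dim probe sets left out), with Elavl4, an RNA-binding protein of neurons, 3.51-fold lower and the neurofilament gene Nefl 2.48-fold lower. The gene that rose was Mnx1, a factor of motor neurons and notochord, by 0.76. Its call ended without litter 1 (adjusted p = 0.0906 from limma) and without the block (adjusted p = 0.0530 from limma). Among neural crest genes 6 of 14 fell and none rose (7 over the list alone; 3 without litter 1), with Dlx1 2.28-fold and Alx1 2.12-fold lower. Somite and muscle genes fell in 6 of 19 and rose in 1 (7 and 1 over the list alone; 3 lower without litter 1 or litter 2), with Dmrt2 2.47-fold lower and Pax9 higher by 0.52, which passed neither without litter 1 (adjusted p = 0.234) nor without litter 2 (adjusted p = 0.180 from limma) and kept its call under only 3 of 10 alternatives. Anterior and middle Hox genes fell in 4 of 19 (8 lower and 1 higher over the list alone; 1 without litter 1 and 2 without litter 2), with Hoxa2 at -0.88. Camera with a preset correlation gave an adjusted p of 8.24e-11 for neuron, 2.06e-06 for neural crest and 0.000116 for somite, each with an adjusted p = 0.222 with an estimated correlation, and 0.00135 for these Hox genes (adjusted p = 0.297 with an estimated correlation). Of 13 posterior Hox genes none passed in limma (0 over the list alone; camera adjusted p = 0.843), and of 11 limb bud genes 1 fell, Prrx1 by 2.09-fold (1 higher and 1 lower over the list alone; camera adjusted p = 0.567).

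Genes induced by low oxygen rose in 4 of 20 and fell in none (12 over the list alone), with Vegfa, the endothelial growth factor, at 2.06-fold and Slc2a3 and Ankrd37 by 0.85 and 0.71 on the log2 scale, but 2 passed without litter 1, 8 without litter 3 and 7 with an intensity trend (camera adjusted p = 3.17e-10, adjusted p = 0.297 with an estimated correlation). Slc2a3 did not pass without litter 1 (adjusted p = 0.0547 from limma), nor Ankrd37 without litter 1 (adjusted p = 0.187), without litter 2 (adjusted p = 0.0549) or with centred arrays (adjusted p = 0.0552 from limma). Of 20 p53 targets 3 rose (4 over the list alone; 5 without litter 2), Eda2r, Cdkn1a and Ccng1 (camera adjusted p = 0.000734, adjusted p = 0.284 with an estimated correlation), and Ccng1 did not pass without litter 1 (adjusted p = 0.0922 from limma). Among 21 imprinted genes 2 rose, Phlda2 and Magel2 (8 higher and 1 lower over the list alone; camera adjusted p = 0.000213, adjusted p = 0.297 with an estimated correlation), and Magel2 did not pass without litter 1 (adjusted p = 0.0636 from limma). Of 30 genes of folate and one-carbon metabolism 4 rose, Folr1, Bhmt2, Slc19a1 and the glycine cleavage gene Gldc (5 higher and 2 lower over the list alone; camera adjusted p = 0.130), and Gldc did not pass without litter 1 (adjusted p = 0.181) or litter 3 (adjusted p = 0.0655 from limma). Of 16 genes of hematopoietic progenitors, macrophages and megakaryocytes 1 rose and 2 fell (2 and 2 over the list alone; camera adjusted p = 0.669; 1 lower without litter 2), and Kit, the one that rose, did not pass without litter 1 (adjusted p = 0.0614 from limma). None of 23 cell cycle genes passed in limma (0 over the list alone; camera adjusted p = 0.0583), and none of 15 germline genes (2 higher over the list alone; camera adjusted p = 0.0447, adjusted p = 0.263 with an estimated correlation). Germline genes higher numbered 1 without litter 3, 2 with a second quantile normalization and 1 with the mean of a gene's probe sets.

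Of 18 ATF4 targets Asns fell by 0.46 (2 higher and 1 lower over the list alone; camera adjusted p = 0.628), a call that ended with any litter left out (adjusted p = 0.258, 0.110 and 0.0798 from limma). Of 12 hedgehog genes Shh rose and Gas1 and Boc fell (3 higher and 4 lower over the list alone; camera adjusted p = 0.340), with 0 lower without litter 1, 1 without litter 2 and 1 without the block. Of 14 retinoid genes Crabp2 and Cyp26b1 fell (1 higher and 4 lower over the list alone; camera adjusted p = 0.176), with 1 lower without litter 1 or litter 2 and 0 in limma without the block. The remaining groups of Additional file 1, chosen by the study on these samples and not independent evidence, held 4 of 5 genes higher for apoptosis and cell cycle arrest, 2 of 3 for growth factors (1 without litter 1), 1 of 2 for immune function, 3 higher and 2 lower of 5 for RNA processing, and 16 higher and 5 lower of 22 among others.

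Sex-linked genes varied between embryos. In litter 1 both embryos had Y-linked Eif2s3y above 9 on the log2 scale, in litter 2 Xist was 11.90 in the RFC1+/+ embryo and 5.25 in its RFC1-/- littermate, and in litter 3 it was 5.59 in the RFC1+/+ embryo and 11.92 in the RFC1-/- littermate. The differences within litters 2 and 3 thus also hold a difference in sex, in opposite directions, which cancels from the mean difference of the 3 litters. It does not cancel when litter 2 or litter 3 is left out, so the values given without either litter also hold a difference in sex. With sex fitted beside the litter in limma, no log2 difference changed, and 1796 genes passed an adjusted 0.05, all 968 among them, on 1 residual degree of freedom. None of the 4 measured sex-linked genes passed in limma (0 over the list alone; camera adjusted p = 0.953). Deviations from the group means of the RFC1-/- embryo of litter 2 and the RFC1+/+ embryo of litter 3 correlated with r of 0.16 across probe sets, and those of the RFC1-/- embryo of litter 3 and the RFC1+/+ embryo of litter 2 with 0.12.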
